# The butyrate-producing Gram-positive human gut bacterium, *Hoskinsella mucinilytica*, selectively targets host mucin *N*-acetylhexosamines

**DOI:** 10.1016/j.jbc.2026.111371

**Published:** 2026-03-17

**Authors:** Nicholas A. Pudlo, Gabriel Vasconcelos Pereira, Sadie R. Schaus, Qinnan Yang, Jaime J. Fuentes, Chunsheng Jin, Robert Hein, Li Zhang, Nicolas Terrapon, Costas A. Lyssiotis, Thomas M. Schmidt, Gunnar C. Hansson, Ana S. Luis, Eric C. Martens

**Keywords:** feces, microbiome, mucin, carbohydrate metabolism, glycoside hydrolase, glycoprotein, bacterial transcription, proteomics, fatty acid

## Abstract

The personalized microbial communities (micobiota) that inhabit the distal guts of humans have evolved to process a variety of complex carbohydrates. Many gut bacteria depolymerize and ferment dietary fiber polysaccharides, mutualistically providing short-chain fatty acids and other metabolites to their host. Some human gut bacteria have evolved to utilize components of host mucin glycoproteins—the major component of secreted mucus that protects the gut. Recent studies have implicated certain mucin-degrading bacteria in the development of intestinal inflammation, making the identification of new gut bacteria that possess the ability to degrade mucins an important goal. We used gastric mucin to isolate a novel bacterium, *Hoskinsella mucinilytica*, that is largely restricted to using the GlcNAc and GalNAc sugars found in the *O*-linked glycans appended to secreted mucin. This butyrate-producing bacterium accesses these sugars from both polymeric gastric mucin and chemically released oligosaccharides. It also has a genome with correspondingly restricted carbohydrate-active enzyme content, with only three demonstrated mucin-degrading glycoside hydrolase enzymes belonging to families GH31, 36, and 89. Surprisingly, strains with an identical 16S rRNA V4 region to this isolate appear to be rare in the now numerous sequence-based microbiota surveys, with only 30 of 7390 (0.41%) human subjects harboring detectable levels of this bacterium in their stool, with an overall relative abundance ranging from 0.0004% to 0.013% when it is detected. This combination of low prevalence and low abundance suggests that this species could occupy an unknown niche for which access to mucin is important but otherwise renders it difficult to detect in stool-based microbiota surveys.

The mammalian gastrointestinal (GI) tract is home to a dynamic microbial ecosystem. A variety of host and environmental features contribute to how the members of each person’s resident gut microbiota maintain colonization and coexist (1, 2, 3, 4, 5, 6, 7, 8). Complex carbohydrate acquisition is a prominent determinant of bacterial proliferation and persistence in the colon since GI contents are depleted of nutrients that the host degrades/absorbs in the small intestine (simple sugars, soluble starch, fats, and proteins) and enriched in dietary fiber polysaccharides that transit the upper GI undigested by host enzymes (9, 10, 11). Consequently, many gut bacteria have evolved to be proficient degraders of dietary fiber, a nutrient category that encompasses many chemically distinct polysaccharides. Because of the breadth and chemical diversity of fiber polysaccharides, individual gut bacteria do not degrade all fibers, but both generalists (*i.e*., degrade many fibers) and specialists (*i.e*., degrade one or a few) have been identified (12). In addition to the presence of fiber, the host continuously secretes protective mucus and sheds/replaces epithelial cells, and these reservoirs are rich in glycoconjugates like mucins (13). Secreted mucin glycoproteins, of which mucin 2 (MUC2) is the most prominent in the human and mouse colon, are potentially very rich nutritional sources since they are composed of up to 80% *O*-linked glycans, oligosaccharides that are so named because they are attached to serine and threonine residues that are abundant in mucin polypeptides. *O*-glycans incorporate up to five different monosaccharides, galactose (Gal), GalNAc, GlcNAc, fucose (Fuc), and *N*-acetylneuraminic acid (NeuNAc), plus sulfate in a variety of positions. Typically, over 10^2^ different *O*-glycan structures are present in mucin, and some terminal modifications (Fuc, NeuNAc, sulfate, and α-GlcNAc) vary along the length of the GI and between mammalian species, whereas others, like blood groups (A, B, and H), are genetically determined and therefore present only in some individuals (14, 15). Growth on mucin or its components is challenging because of the glycobiological complexity of *O*-glycans, which potentially necessitates many enzymes with different specificities to significantly degrade these structures, and the sterically hindered nature of *O*-glycans attached to MUC2 glycoprotein. Nevertheless, the constant presence of secreted mucus in the GI tract makes it a potentially stable source of nutrients, and mucin/*O*-glycans are among the few classes of complex carbohydrates for which absolute metabolic specialization (*i.e*., species only grow on mucin) has been observed among gut bacteria surveyed to date (12, 16, 17).

In the colon, the mucus layer safeguards epithelial cells and consists of a firm inner layer that is often but not always devoid of microbial colonization and a looser outer layer that overlies the firm inner mucus and is thought to travel with and encapsulate a forming fecal mass (18, 19). This outer layer is heavily colonized by bacteria, at least some of which directly degrade mucin and other host glycans and turn on the corresponding genes in this niche (20). In addition to mucin secreted by colonic goblet cells, the GI lumen also contains mucins shed from more proximal sites (salivary, gastric, and small intestine) that provide additional resources and also introduce glycobiological complexity because of *O*-glycan variations in different gut regions. The individual human histo-blood group ABO(H)–Lewis systems are reflected in the glycans coating the intestine. Interestingly, the *N*-glycans of the human small intestine also carry numerous blood group epitopes and are devoid of terminal sialic acids (21). Considering how the histo-blood groups are reflected in the intestine suggested that there should be hydrolase specificity, something that was observed early on by Cromwell and Hoskins (22) and Hoskins *et al.* (22). More recent observations have correlated host blood group *ABO* and *FUT2* genotypes with corresponding genomic variations in human gut bacteria that allow them to utilize the blood group(s) the host presents (23, 24). Still, other mucin-degrading bacteria, like *Bacteroides thetaiotaomicron*, produce enzymes that enable it to address each of the different histo-blood groups it might find, sometimes from the same gene cluster (24).

Several human gut bacteria from different phyla have been shown to degrade components of GI mucins. These include species/strains belonging to *Bacteroides* and *Parabacteroides*, *Ruminococcus torques* and *gnavus*, *Clostridium* spp., *Bifidobacterium* spp., *Peptostreptococcus* spp., and *Akkermansia muciniphila* (25, 26, 27, 28, 29, 30, 31, 32, 33, 34, 35, 36, 37, 38, 39, 40, 41, 42, 43, 44, 45). Some of these bacteria have been implicated in positive and negative health outcomes, such as increased risk of developing inflammatory bowel diseases (IBDs) that is associated with increased abundance of *R. torques* (46, 47) and improved metabolic health in the case of *A. muciniphila* (48, 49). Whether the abilities of these strains to utilize mucin as a nutrient source relate to their effects on health remains to be determined.

To liberate sugars from glycans, bacteria must depolymerize them using appropriate carbohydrate-active enzymes (CAZymes), and typically, the number of enzymes required increases with substrate complexity (17, 50). In addition, for MUC2 and *O*-glycan degradation, which are heavily modified with sulfate in the colon, bacterial sulfatases may be necessary, although not all proficient mucin degraders possess detectable sulfatase activity (16). Sulfatases are classified in the database SulfAtlas ((51); https://sulfatlas.sb-roscoff.fr/), whereas CAZymes have been subdivided into classes, families, and subfamilies by the CAZy project ((52); http://www.cazy.org/). Degradative CAZyme classes include polysaccharide lyases and glycoside hydrolases (GHs), often associated with nonenzymatic carbohydrate-binding modules (CBMs), as well as carbohydrate esterases (CEs). GH families use hydrolytic mechanisms, and some display characteristic-level specificities toward linkages common in host *O*- and *N*-linked glycans, such as GH33 and GH29/GH95 for the release of NeuNAc and Fuc, respectively (29, 53). In contrast, multifunctional families can be divided into more specific subfamilies, such as in GH2, distinguishing between enzymes that release glucuronic acid from those that release Gal (54). Based on their evolutionary histories and forces like lateral gene transfer, the genomes of individual bacterial species often encode a suite of different CAZymes. However, only a subset of the enzymes in a given genome might be involved in targeting a particular substrate, and individual bacteria often target multiple polysaccharides, requiring empirical approaches to connect genomic potential with actual metabolic phenotypes. Making this task easier in some cases, gut bacteria often group CAZymes and other functions involved in the same metabolic process into gene clusters, and these loci are often highly expressed in the presence of their cognate substrate. Thus, functional genomics approaches like RNA-Seq are often successful in identifying candidate CAZymes involved in degrading a particular substrate, although transcriptional regulation is not always observed (16).

The recent resurgence of culturing, including enrichment culture (55, 56) to target novel or low-abundance microbes, coupled with ease of genome sequencing, has opened up new paths to understand the diverse bacteria that live in the human gut (57, 58, 59). Here, we describe the carbohydrate utilization abilities of *Hoskinsella mucinilytica* (*Hm*), a recently isolated and described species from the human gut microbiota (60). While this species is capable of degrading host mucin and the associated *O*-glycans, it is restricted to using mucin and corresponding *O*-glycans of porcine gastric origin and exhibits a strong preference for α-linked *N*-acetylhexosamine sugars, GalNAc and GlcNAc. Combined genomic, transcriptomic, and proteomic analyses provide insight into the mechanisms involved, revealing a limited set of GHs that cleave *N*-acetylhexosamines from *O*-glycans. The restricted specificity that *Hm* displays for foraging just two component sugars from intact mucin reveals yet another nuance in the relationship between symbiotic gut bacteria and the GI mucin system, namely that an organism can potentially become specialized for a particular mucin subtype and also for a subset of sugars. By removing terminal *N*-acetylhexosamines from mucin, *Hm* may have the capacity to alter the structure of the mucin it leaves behind, possibly influencing which bacteria can use these altered substrates and therefore impacting community interactions more broadly.

## Results

### *Hm* displays limited glycan use and mucin source specificity

As part of a campaign to identify novel gut bacteria capable of using various complex carbohydrates, we performed isolation on agar-solidified medium containing unmodified porcine gastric mucin (PGM) as the main carbon source added to a semidefined medium (56). Among 198 well-defined, isolated colonies derived from 83 different healthy adult fecal samples and analyzed by 16S rRNA gene sequencing, we isolated one bacterium that we recently described as a member of a novel species in the reclassified genus *Hoskinsella* (60). This species is named *Hm* (herein referred to as *Hm*; =UGRO018_0423^T^ = DSM 116809^T^ = ATCC TSD-466^T^). *Hm* is a Gram-positive, obligate anaerobe in the Bacillota phylum (formerly, Firmicutes), Erysipelotrichaceae family, for which some members have been associated with GI diseases (61). However, phenotypic studies for members of this family from the human gut remain sparse and could illuminate new roles for these microbes. To address this gap, we performed experiments to measure the carbohydrate utilization capabilities of *Hm* on a panel of 59 different mono-, oligo-, and polysaccharides that span the numerous sugars and linkages relevant to human diets and also includes microbial sources and purified mucin substrates (12, 62).

The ability to grow on a particular substrate (considered positive if a culture increased ≥0.1 absorbance at 600 nm from its own baseline) was limited to 32% (19/59) of the carbohydrates tested (Figs. 1, *A* and *B*, S1, and Table S1). Of the substrates considered positive for growth, 17 are either mono-, di-, or trisaccharides, revealing that *Hm* has a limited ability to degrade longer polysaccharides. In addition, many substrates that were scored as positive for growth had low growth rates, indicating that they are suboptimal substrates (Figs. 1*B*, S1, and Table S1). Consistent with *Hm* being adept at degrading and utilizing mucin glycan components, whole PGM and PGM-derived gastric mucin *O*-glycans (gMOs), as well as GalNAc and GlcNAc (two of the five monosaccharides composing mucin), were four of the five substrates that enabled the most rapid growth rates, although total growth yield for PGM and gMO was noticeably lower (*red bars* in Fig. 1, *A* and *B*). Strong growth was also observed on trehalose and the peptidoglycan sugar *N*-acetylmuramic acid. Only weak growth was observed on the disaccharide *N*-acetyllactosamine (LacNAc; [Gal-β1,4-GlcNAc]), which is a common repeat component in *O*-glycans. These growth phenotypes suggest that *Hm* is proficient at metabolizing *N*-acetylhexosamine sugars that are common in the gut environment from host mucin secretion and bacterial cell turnover.

**Figure 1:**
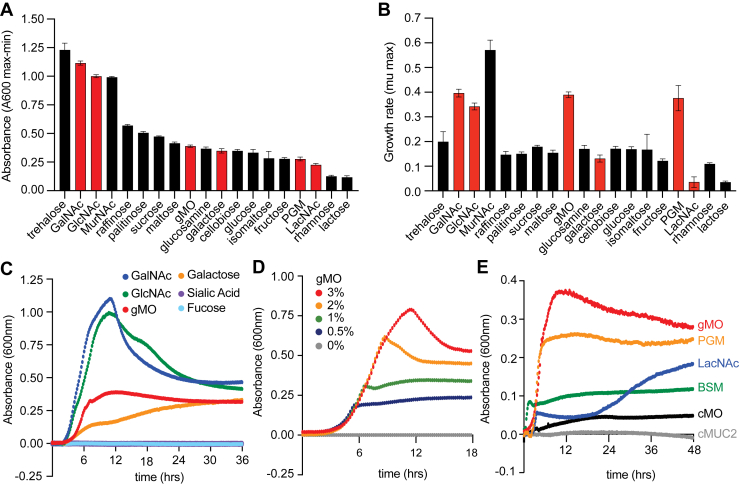
**Growth measurements reveal gastric mucin specificity by *Hoskinsella mucinilytica* (*Hm*).***A*, bar graph showing the carbon sources that *Hm* exhibits a total growth of ≥0.1 absorbance at 600 nm when normalized to a water control and starting absorbance on each carbon source before growth. Error bars indicate the standard deviation of the mean (SDM) of n = 6, except LacNAc (n = 3). GalNAc, GlcNAc, *N*-acetylmuramic acid (MurNAc), gastric mucin oligosaccharide (gMO), porcine gastric mucin (PGM), and *N*-acetyllactosamine (LacNAc). *Red bars* indicate mucin glycans or mono- or disaccharides found in mucins. *B*, bar graph showing growth rate measurements for carbon sources that *Hm* has a total growth of ≥0.1 as measured in *A*. Error bars indicate the SDM for n = 6, except LacNAc (n = 3). *Red bars* indicate mucin glycans or mono- or disaccharides found in mucins. *C*, growth curves of *Hm* on PGM *O*-linked glycans (gMOs) and mucin monosaccharides normalized to a water control (each curve represents the mean of n = 6). *D*, growth curves by *Hm* on increasing concentrations of gMO (each curve represents the mean of n = 6). *E*, growth curves of *Hm* on different mucin sources. Each curve represents the mean for multiple replicates: PGM, gMO, and bovine submaxillary mucin (BSM) were n = 6, whereas LacNAc, colonic mucin oligosaccharides (cMOs), and colonic mucin (cMUC2) were n = 3.

It is notable that *Hm* is unable to use the mucin monosaccharides, Fuc and NeuNAc, and grows poorly on Gal compared with GalNAc or GlcNAc (Fig. 1*C*). To test the hypothesis that the relatively small growth yield that occurs on gMO, albeit at a rapid rate similar to GlcNAc and GalNAc (Fig. 1*B*), is potentially limited by access to GalNAc–GlcNAc sugars within the *O*-glycan chains, we grew *Hm* on increasing concentrations of gMO. In support of our hypothesis, the total growth yield increased as a function of gMO concentration (Fig. 1*D*), suggesting that *Hm* is limited by the amount of carbohydrate it can remove from gMO and may be unable to cleave additional sugars/linkages to access more GalNAc–GlcNAc. We observed poor growth on intact colonic MUC2 (cMUC2) and corresponding purified colonic mucin oligosaccharides (cMO) (27) from porcine colon (Fig. 1*E*). Both substrates contain *O*-glycans with more abundant nonreducing end NeuNAc and sulfate, which might limit access by *Hm* enzymes and therefore prevent growth. *Hm* also grew poorly on bovine submaxillary mucin, which contains less complex *O*-glycosylation and predominant *O*-linked αGalNAc (T antigen) and sialyl-T antigen (63) (Fig. 1*E*).

While some growth was observed on LacNAc, the comparatively weak growth rate and low total biomass yield suggest that this substrate is either poor at inducing potential enzymes required for its cleavage or *Hm* lacks β-galactosidase activity required to liberate GlcNAc that otherwise promotes strong growth as a free monosaccharide. Taken together, our growth analysis reveals that *Hm* is optimized to target gastric mucins (PGM) and their associated glycans (gMO). It is important to note that although PGM is utilized in this study, α-linked GalNAc and GlcNAc are also common terminal sugars found in human gastric mucins (64), suggesting that *Hm* may also access these linkages in humans from gastric mucin that arrives in the colon from mucus secreted in the stomach.

### Transcriptomic and proteomic analysis reveals a restricted subset of potential mucin-degrading CAZymes

PGM and gMO each contain >10^2^ different *O*-glycan structures that vary mostly in linkage composition and content of the five mucin monosaccharides and sulfate decorations. Since gMO is directly purified from whole PGM, there is likely an extensive overlap in their glycan composition, and *Hm* is restricted in its ability to utilize all five mucin sugars. Thus, it is conceivable that *Hm* is only equipped with enzymes to liberate GalNAc and GlcNAc from gMO and not Fuc, Gal, and NeuNAc, which do not support strong growth. However, examples exist of bacteria that remove common capping sugars from glycans’ nonreducing ends but cannot use them directly, which is the case for *Bacteroides thetaiotaomicron* cleavage of NeuNAc (65) and *R. torques* cleavage of Fuc (16), potentially making these sugars available for other species. To gain more insight into the mucin-degrading mechanisms deployed by *Hm*, we sequenced the genome of strain UGRO018_0423. 

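The deposited genome file of strain UGRO018_0423 holds a draft assembly of 154 contigs that add up to 3728230 bases, with a longest contig of 163974 bases, an N50 of 73561 bases and a GC content of 35.4%. Its annotation lists 3466 protein-coding sequences, 42 tRNA genes, 1 tmRNA gene and 3 rRNA genes. Of the protein-coding sequences, 1732 carry no function beyond hypothetical protein. The median length of all 3466 is 813 bases, and 575 of them are shorter than 400 bases. The deposited expression table lists the same 3512 genes, each with the length that the annotation gives. Positions below refer to this assembly, with contigs numbered as in the annotation and bases counted from 1.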

The genome was determined to have a size of 3.73 Mb and encode a total of 3466 predicted protein-coding sequences, given the annotation criteria utilized. *Hm* is predicted to encode 122 total CAZymes, including 74 GHs, 39 glycosyltransferases, two polysaccharide lyases, and seven CEs. 

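By the CAZy annotation of Table S8, these genes comprise 74 GHs, 39 glycosyltransferases, 7 CEs and 2 polysaccharide lyases. Among the 39 glycosyltransferases UGRO018_00925, a GT5 annotated as glycogen synthase (contig 9 from 73018 to 74457), had the highest transcript level on each of the 4 substrates (1114 RPKM on gMO). Among the 74 GHs it was UGRO018_00696, a GH31_18, with 1431 RPKM on gMO, 789 RPKM on GlcNAc, 3002 RPKM on GalNAc and 2277 RPKM on cellobiose. These RPKM (reads per kilobase of gene, scaled to the size of the library) are the authors' group values, 1 per substrate, so no spread between replicate cultures can be given.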

The idea that *Hm* cannot liberate Fuc and NeuNAc from *O*-glycans is supported by its genome’s CAZyme inventory, which notably does not contain bacterial GH families known to target these terminal sugars (α-fucosidases: GH29, GH95, GH139, GH141, or GH151; sialidases: GH33, GH34, GH156, GH177, or GH181). 

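The 30 genes that Table S8 assigns to GH1 make up 40.5% of the 74 GHs. GH1 enzymes of Gram-positive bacteria are often phospho-β-glucosidases that act on sugars phosphorylated during import by a phosphotransferase system (PTS), and 25 of these 30 genes had a gene annotated as a PTS component within 3 genes on either side. The same held for 12 of the 44 other GH genes and for 335 of the 3393 genes without a PTS annotation. Most of the GH1 genes were transcribed at low levels. Their median was 12.2 RPKM on cellobiose, 15.9 RPKM on GalNAc, 8.02 RPKM on GlcNAc and 6.71 RPKM on gMO (authors' group values). On cellobiose 6 of them reached 100 RPKM, among them UGRO018_03327 (604 RPKM) and UGRO018_03411 (517 RPKM). On gMO 3 did.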

Surprisingly, approximately 40% (30/74) of the GHs encoded in the *Hm* belong to the GH1 family, which have a multitude of characterized enzymatic activities but few toward mucin glycans. This high abundance of GH1 enzymes might be related to the di- and trisaccharide utilization abilities that we observed. In contrast, only 11% (8/74) of the predicted GHs belong to families that have been previously shown to be involved in degrading mucin sugars: GH2, GH31, GH35, GH36 (three), GH89, and GH101 (Table S2) (17, 43). 

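These 8 genes lie on 4 contigs. The GH31_18 gene UGRO018_00696 (contig 7 from 3303 to 10079) and the GH36 gene UGRO018_00697 (contig 7 from 10175 to 16279) are neighbours on the plus strand, and another GH36 gene, UGRO018_00745, lies on contig 7 from 57322 to 63513. The GH2 gene UGRO018_01816, annotated as a β-galactosidase, is on contig 21 from 34851 to 37466, and the GH35 gene UGRO018_01822 on contig 21 from 42142 to 44178. The GH89 gene UGRO018_02407 occupies contig 31 from 28831 to 34158 on the minus strand. The GH101 gene UGRO018_03259 (contig 62 from 4990 to 10794) and the remaining GH36 gene, UGRO018_03261, annotated as an α-galactosidase (contig 62 from 12573 to 14801), are on a single contig. During growth on gMO, 3 of the 8 were transcribed at high levels, with 1431 RPKM for UGRO018_00696, 927 RPKM for UGRO018_00697 and 433 RPKM for UGRO018_02407. The other 5 had between 1.65 and 7.26 RPKM. On none of the 4 substrates did any of these 5 exceed 11.1 RPKM, the value of UGRO018_00745 on GalNAc.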

Finally, the SulfAtlas database only predicts two sulfatases, which could also limit the ability of *Hm* to fully depolymerize mucin substrates, especially cMO, since sulfated sugars or the absence of appropriate sulfatases are known to impede access to the underlying glycosidic linkages (27). The first sulfatase, UGRO018_02025, is assigned to the S1_64 sulfatase family, which has no known activities. However, the second sulfatase, UGRO018_02081, is predicted to be an S1_46 family sulfatase that has been shown to have exo-*N*-acetyl-d-glucosamine-3-sulfate 3-*O*-sulfohydrolase activity (27, 66).

We next sought to determine what genes and corresponding functions might be expressed during growth in the presence of gMO glycans. Thus, we performed RNA-Seq on mRNA purified from cells grown on gMO, the two *O*-glycan monosaccharides (GlcNAc and GalNAc) that support strong *Hm* growth and cellobiose, a β1,4-linked glucose disaccharide that does not contain any sugars or linkages in common with gMO. 

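RNA-Seq was available for 15 cultures of strain UGRO018_0423 harvested at mid-log phase, of which 5 were grown on gMO at 10 mg/ml and 4 on cellobiose, 3 on GalNAc and 3 on GlcNAc at 5 mg/ml each. After rRNA depletion the libraries were sequenced at 1 of 2 centres, and which library went where is not given in the sources used here. The authors read the data in Arraystar with RPKM normalization at default settings. The aligner is not given in the sources used here. Their deposited table covers 3512 genes and holds 1 RPKM value per gene and substrate, into which the replicates of that substrate were combined, together with the fold change and the p-value of each of the 6 pairwise comparisons. The methods name Student's t test with Benjamini-Hochberg correction for these p-values. Values of single cultures are not part of the table, so the spread between replicates, the depth of each library and the effect of leaving 1 out cannot be given, and every RPKM below is the authors' group value. The lowest value in every group was 0.043 RPKM, a floor shared by all groups. The median gene had 57.5 RPKM on cellobiose, 58.9 on GalNAc, 64.0 on GlcNAc and 66.8 on gMO. No rRNA gene exceeded 0.043 RPKM. The library names in the column headings fall into 3 series. All 3 GlcNAc libraries and 3 of the 5 gMO libraries carry names of the first series, the other 2 gMO libraries and 2 of the 4 cellobiose libraries names of the second, and the other 2 cellobiose libraries and all 3 GalNAc libraries names of the third. The sum of RPKM times gene length, which is 100% when every mapped read falls in a gene and a group value is an arithmetic mean of its libraries, was 99.7% for GalNAc and 99.4% for GlcNAc, but 90.0% for cellobiose and 91.1% for gMO, the groups that combine 2 series. Cellobiose and gMO are also the only groups with libraries of the second series, so the lower sums cannot be ascribed to combining series. For the comparisons below, the fold is the ratio of the group values after adding 1 RPKM to each, which damps ratios between values near 0. A gene was called differentially expressed when this fold was at least 5 and its p-value in the authors' deposited table was at most 0.05, the thresholds of the paper. All log2 fold changes are on the log2(RPKM + 1) scale. Of the 660 genes called in any comparison, 5 shared over 10% of their 50-base words with another place in the assembly and 5 overlapped a gene on the opposite strand. No CAZyme and no gene named in the paper was among those that shared sequence. Beside genes set by rule, others are named for their position or function after their values were seen.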

Genes were considered differentially expressed in all RNA-Seq comparisons if they exhibited ≥5-fold expression change and a *p* value ≤0.05. Since Gmo-degrading bacteria like *Bacteroides thetaiotaomicron* exhibit increased expression of several dozen genes in response to gMO compared with a simple sugar (glucose) reference (25), we hypothesized that this RNA-Seq comparison would reveal CAZymes and other functions involved in degrading gMOs. We first compared the responses during growth in gMO compared with GlcNAc or GalNAc. 

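Of the 6 comparisons, gMO against GlcNAc had the fewest differentially expressed genes. With the fold taken after adding 1 RPKM, 21 genes were upregulated and 15 downregulated on gMO relative to GlcNAc, of 3512 genes. The upregulated genes included all 7 genes of 1 locus on contig 18, from the LytR-type response regulator UGRO018_01644 (9.57-fold) to UGRO018_01650 (9.86-fold), and both ends of a sugar import locus on contig 7, the PTS gene malP UGRO018_00758 (18.5-fold, from 9.01 to 184 RPKM) and UGRO018_00761 (24.1-fold). A regulator annotated as MgsR, UGRO018_01413, was 11.6-fold higher, the lactate dehydrogenase gene ldh1 UGRO018_00640 7.40-fold and the thiol peroxidase gene UGRO018_01917, which protects against peroxides, 5.20-fold. Among the downregulated genes, 5 neighbours on contig 38 (22009 to 28377) encode mannitol-type PTS components, a mannitol-1-phosphate dehydrogenase and the tagatose-6-phosphate kinase LacC, UGRO018_02700, an enzyme of galactose and GalNAc breakdown, which was 9.10-fold lower at 35.5 against 331 RPKM. The largest fall was that of UGRO018_00402, a hypothetical gene of 198 bases, from 2069.9 RPKM on GlcNAc to 177 RPKM on gMO. The number of downregulated genes depended on genes near the floor. It was 66 without the added RPKM, 59 with 0.1 RPKM added and 6 with 5 RPKM added, and 8 among genes with a mean of at least 5 RPKM, while the number of upregulated genes ranged from 19 to 23 over the same settings. The 51 downregulated genes that pass by the plain ratio and not after adding 1 RPKM had a median of 0.329 RPKM on gMO and 3.84 RPKM on GlcNAc. The 3 GlcNAc libraries share a library name series with 3 of the gMO libraries.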

Interestingly, the gMO–GlcNAc comparison revealed only 89 genes that were differentially expressed: 23 genes (26%) upregulated and 66 genes (74%) downregulated (Fig. S2, *A* and *B* and Table S2). Surprisingly, no degradative CAZymes displayed significantly increased expression, which led us to consider that either GlcNAc alone (a prominent *O*-glycan component) may be sufficient for inducing genes involved in gMO degradation or the genes involved are constitutively expressed.

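None of the 122 CAZyme genes passed both thresholds on gMO relative to GlcNAc. By the p-value alone, in the authors' deposited table 18 CAZymes were higher on gMO and 30 lower, and 5 of the former and 8 of the latter differed by at least 2-fold. The largest rise among these was 2.74-fold in the authors' deposited table. The GH4 gene UGRO018_00760 was at 228 RPKM on gMO and 18.2 RPKM on GlcNAc, but its p-value missed the threshold. The mucin-type GHs did not reach 5-fold, with log2 fold changes (gMO over GlcNAc) of -0.49 for the GH89 gene UGRO018_02407, 0.86 for the GH31_18 gene UGRO018_00696 and 0.76 for the GH36 gene UGRO018_00697. Over the 8 GHs of mucin-active families the median was 0.17, higher than in 98.4% of 10000 random gene lists of the same size and expression, which describes these group values and is not a test over replicates. The random lists were not matched for length, and these 8 genes have a median length of 5566 bases. Without the added RPKM, or with 0.1 RPKM, the ratio calls 1 CAZyme, the GH23 gene UGRO018_00801, as lower on gMO (0.358 against 3.37 RPKM). An unadjusted p-value cannot be had from the table.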

In contrast to the gMO–GlcNAc comparison, there were 535 genes that were differentially expressed during growth in gMO compared with GalNAc: 281 (53%) upregulated and 254 (47%) downregulated (Fig. S2, *A* and *B* and Table S3). This increased number of differentially expressed genes during growth in gMO compared with GalNAc reveals that *Hm* responds substantially different to the two mucin *N*-acetylhexosamines on which it grows. 

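On gMO relative to GalNAc, 256 genes were upregulated and 162 downregulated. More genes for sugar import were downregulated than upregulated. Of 82 genes of cellobiose and β-glucoside PTS, 18 were lower on gMO and 5 higher, with a median log2 fold change of -1.31, and 6 of 28 genes of the GalNAc and mannose PTS family were lower and none higher. Of the 82 genes 29 are shorter than 400 bases, and none of the longer ones was higher on gMO. The deepest falls were in a PTS locus on contig 5, where UGRO018_00584, a sorbose-type EIIC permease, stood at 0.542 RPKM on gMO and 416 RPKM on GalNAc (log2 fold change -8.08). The EIID gene UGRO018_02161 was 5.80-fold lower (5154 against 29890.1 RPKM), and ptsG UGRO018_00974, the glucose PTS permease, 24.7-fold lower. The O-acetylhomoserine sulfhydrylase UGRO018_01506, an enzyme of methionine synthesis, was 46.2-fold lower, and the IMP dehydrogenase gene guaB UGRO018_00930, of guanine nucleotide synthesis, 8.67-fold lower. Of 16 genes of purine synthesis guaB alone passed. Upregulated genes included 7 of 49 ribosomal protein genes, among them those of L33 (UGRO018_00443, 29.5-fold), L21 (UGRO018_01738, 42.8-fold) and L9 (UGRO018_00906, 21.0-fold). They also included 4 of 20 genes of chaperones and stress proteins, with the redox chaperone gene hslO UGRO018_01067 15.3-fold and dnaJ UGRO018_02786 12.0-fold higher. The acyl carrier protein gene acpP UGRO018_02580 (225 bases), of fatty acid synthesis, went from 33.8 to 4971 RPKM (143-fold). Of the 256 upregulated genes, 97 were shorter than 400 bases, as were 32 of the 49 ribosomal protein genes. Among genes of at least 400 bases, an alternative chosen after seeing the data, 159 were upregulated, 1 of them a ribosomal protein gene and 2 chaperone or stress genes. Without the added RPKM 254 genes were downregulated. The gMO and GalNAc libraries share no library name series. From the larger number of differentially expressed genes against GalNAc than against GlcNAc, the paper concludes that Hm responds differently to GlcNAc and GalNAc.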

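On gMO relative to GalNAc, 2 CAZyme genes were upregulated and 6 downregulated. The upregulated genes were UGRO018_00760, a GH4, which rose from 4.57 RPKM on GalNAc to 228 RPKM on gMO (41.2-fold), and the glycosyltransferase gene UGRO018_02481 (GT4, 5.12-fold). In the authors' deposited table the fold of UGRO018_00760 is 50.0 with a p-value of 0.00456. With 5 RPKM added, the fold was 24.4. The 6 downregulated CAZymes were 4 GH1 genes, the GH3 gene UGRO018_01011, annotated as a β-xylosidase (5.61-fold lower), and the glycogen phosphorylase gene UGRO018_00256 (GT35, 6.41-fold lower). The GH1 genes were UGRO018_00289, UGRO018_00561, UGRO018_02883 and UGRO018_02884, with 6.96-, 6.99-, 7.21- and 12.4-fold lower values on gMO. With 5 RPKM added, 1 CAZyme was upregulated and 3 were downregulated.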

Despite the larger number of differentially regulated genes in the gMO–GalNAc comparison, only one gene encoding a GH showed significantly increased expression (∼50-fold) in gMO compared with GalNAc. This gene is annotated to encode a putative GH4 family enzyme (UGRO018_00760) whose closest characterized homologs are 6-phospho-α-glucosidases (four characterized members with 68–72% identity). 

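UGRO018_00760 is annotated as the 6-phospho-α-glucosidase gene pagL and lies on contig 7 from 85824 to 87155, on the plus strand. It is 1 of 4 neighbouring genes on that strand (83742 to 87633) that passed together. They begin with UGRO018_00758, annotated as the maltose-specific PTS permease malP, followed by the hypothetical gene UGRO018_00759, and end with the hypothetical gene UGRO018_00761. On gMO relative to GalNAc they were 24.5-, 21.1-, 41.2- and 198-fold higher in this order. The next gene, UGRO018_00762, encodes a GlvR-type transcriptional regulator and had 274 RPKM on gMO and 154 RPKM on GalNAc, a log2 fold change of 0.82 that did not pass. The gene before them on the other strand, UGRO018_00757, had 31.5 and 71.7 RPKM. UGRO018_00757 to UGRO018_00759 and UGRO018_00762 were chosen for their position after their values were seen.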

GH4 family members have not been directly associated with *O*-glycan degradation, but some are α-galactosidases, which could possibly target Gal found in blood group B (terminal α-1,3-linked Gal). 

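On GlcNAc, UGRO018_00760 had 18.2 RPKM against 228 RPKM on gMO, a log2 fold change of 3.58 that missed the p threshold. On cellobiose it had 13.8 RPKM, and the log2 fold change of 3.95 on gMO missed it too. The p-value in the authors' deposited table for gMO against GlcNAc is 0.0872 and that for gMO against cellobiose 0.189. The flanking genes UGRO018_00758 (18.5-fold) and UGRO018_00761 (24.1-fold) passed in the comparison with GlcNAc, and UGRO018_00761 also passed against cellobiose (32.9-fold, from 12.3 to 437 RPKM). UGRO018_00760 did not reach the 5-fold threshold between GlcNAc and GalNAc (log2 fold change 1.78).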

Although the expression difference was not significant (*p* = 0.0872) in the gMO-GlcNAc comparison, UGRO018_00760^GH4^ was also induced ∼13-fold in this comparison. However, a recombinantly expressed version of the GH4 showed no detectable activity on gMO or commercially available substrates, including those that present terminal blood group A or B epitopes (Fig. S2, *C* and *D*). In addition, no activity was detected on any *p*-nitrophenyl (*p*NP) α-linked (glucose, phosphoglucose, and Gal) and β-linked (glucose, Gal, and GlcNAc) substrates tested (data not shown). Direct comparison of gene expression between growth in GlcNAc and GalNAc revealed 488 genes that are differentially expressed: 195 (40%) expressed more highly in GlcNAc and 293 (60%) expressed more highly in GalNAc. 

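Between GlcNAc and GalNAc, 260 genes were higher on GlcNAc and 151 higher on GalNAc. The ratio without the added RPKM, as the authors' deposited table gives it, puts 294 genes higher on GlcNAc and 195 higher on GalNAc. The largest excess on GalNAc was in 1 locus of 6 genes on contig 5 (84242 to 89176, minus strand), UGRO018_00581 to UGRO018_00586, which encode EIIB, EIIC and EIID components of a mannose or sorbose family PTS, a YeeO-type exporter and 2 hypothetical proteins. Their levels were 161 to 486 RPKM on GalNAc and no more than 4.15 RPKM on GlcNAc, and UGRO018_00586 differed the most (log2 fold change -8.12). Of 28 genes of the GalNAc and mannose PTS family 5 were higher on GalNAc and none on GlcNAc. Further genes higher on GalNAc were ldh1 UGRO018_00640 (34.0-fold), ptsG UGRO018_00974 (48.4-fold), UGRO018_01506 (37.9-fold) and agaS UGRO018_03480, annotated as a galactosamine-6-phosphate deaminase of GalNAc catabolism (5.00-fold, 3674 against 733 RPKM). The glucosamine-6-phosphate deaminase gene gamA UGRO018_03062, its counterpart in GlcNAc catabolism, was 5.18-fold higher on GlcNAc (3183 against 614 RPKM). Of 49 ribosomal protein genes 13 were higher on GlcNAc and none on GalNAc, with a median log2 fold change of 1.73, and 6 of 20 chaperone and stress genes were higher on GlcNAc, among them htpG UGRO018_00195 (5.11-fold), against 1 on GalNAc. The annotated sulfite reductase gene UGRO018_00950 of 174 bases reached 24968 RPKM on GlcNAc and 29.1 RPKM on GalNAc. Genes shorter than 400 bases made up 106 of the 260 genes higher on GlcNAc. Among genes of at least 400 bases, an alternative chosen after seeing the data, 154 were higher on GlcNAc, 2 of them ribosomal protein genes and 3 chaperone or stress genes, and after centring on genes of similar length, also chosen then, 7 ribosomal protein genes were. The GlcNAc and GalNAc libraries share no library name series.

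**Figure D1:**
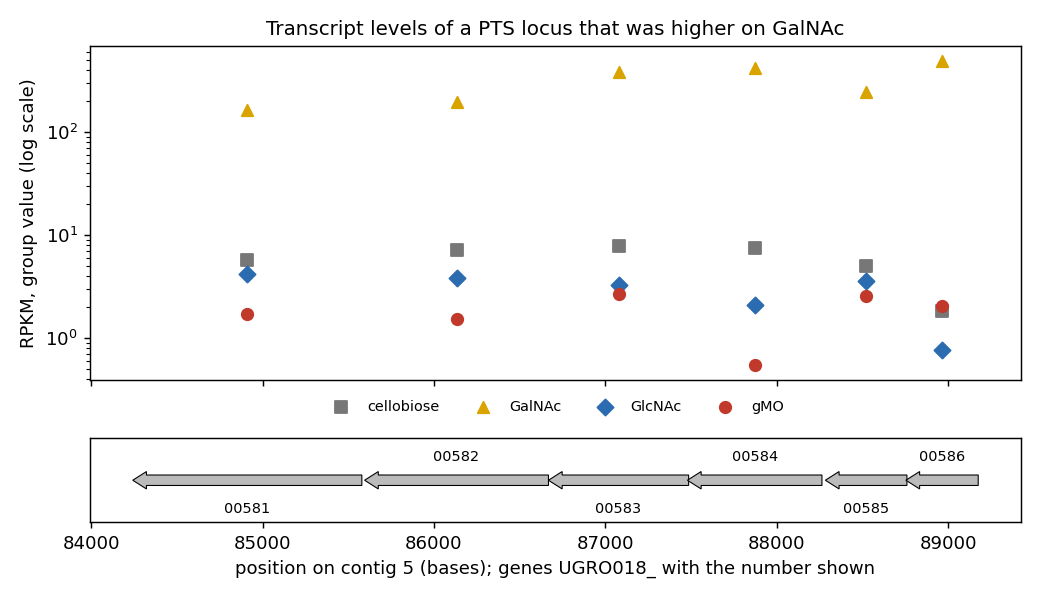
RPKM of the 6 genes of the PTS locus on contig 5, as the authors' group values on a log scale, above a map of the genes drawn to scale, with arrows in the direction of transcription. Each point is 1 gene on 1 substrate at the middle of the gene. The GalNAc values (161 to 486 RPKM) lie above those on the other 3 substrates, none of which exceeds 7.82 RPKM.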

There were only three GH-encoding genes upregulated in GlcNAc when compared with GalNAc, but all are from the GH1 family (Fig. S2, *A* and *B* and Table S4).

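Of the 122 CAZymes, 5 were differentially expressed between GlcNAc and GalNAc. Of these, 3 were GH genes and all 3 belong to GH1. Each had the higher value on GalNAc. UGRO018_00561 had 40.5 RPKM on GalNAc and 7.30 RPKM on GlcNAc (5.01-fold), UGRO018_02883 had 55.2 and 5.78 RPKM (8.29-fold) and UGRO018_02884 had 56.3 and 4.09 RPKM (11.3-fold). All 3 are annotated as aryl-phospho-β-glucosidases and lie beside PTS genes that moved with them. UGRO018_00561 precedes the lichenan PTS genes UGRO018_00562 and UGRO018_00563 on contig 5, which were 8.58- and 14.7-fold higher on GalNAc. UGRO018_02883 and UGRO018_02884 lie on contig 44 beside the β-glucoside PTS gene bglF UGRO018_02885, which was 33.5-fold higher on GalNAc. The other 2 CAZymes were glycosyltransferases. The glycogen phosphorylase gene UGRO018_00256 (GT35) was 8.68-fold higher on GalNAc and UGRO018_02481 (GT4) 6.02-fold higher on GlcNAc.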

We next performed individual comparisons between the transcriptomes from gMO, GlcNAc, and GalNAc grown cells to the cellobiose reference to determine if gMO or the two *N*-acetyl sugars elicit specific responses relative to a substrate unrelated to mucin (*i.e*., test the hypothesis that all three previously compared substrates induce genes involved in mucin degradation, leading to few GHs identified in the comparison). 

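Of 3512 genes, 170 were upregulated and 87 downregulated on GalNAc relative to cellobiose. The PTS locus UGRO018_00581 to UGRO018_00586 on contig 5 held the largest rise, with its 6 genes between 24.3- and 174-fold higher. Of 82 genes of cellobiose and β-glucoside PTS, 13 were higher on GalNAc and 3 lower (8 higher with 5 RPKM added). Their median log2 fold change of 0.85 lay above those of 99.9% of 10000 random gene lists of the same size and expression. This rank describes the group values and is not a test over replicates. Examples of the higher genes are the lichenan permease gene UGRO018_00563 (10.6-fold) and the oligo-β-mannoside permease gene UGRO018_00287 (10.7-fold). The sulfhydrylase UGRO018_01506 rose from 25.4 to 1248 RPKM (47.4-fold) and the cysteine synthase gene cysK UGRO018_01507 beside it 23.1-fold. Further rises were those of guaB UGRO018_00930 (9.00-fold) and of the tryptophan synthesis genes trpD UGRO018_00056 (5.39-fold) and trpE UGRO018_00058 (5.50-fold), 2 of 7 such genes. Of 26 sporulation genes 4 were higher, among them spoVT UGRO018_02538 (7.51-fold), and 1 was lower, spo0J UGRO018_03230 (6.15-fold). The median log2 fold change of the 26 genes was 0.91, at percentile 96.3 of the random lists. This shift was not particular to GalNAc. Relative to the same cellobiose values the median was 0.72 on GlcNAc and 0.75 on gMO, at percentiles 98.7 and 99.9. The largest falls were those of UGRO018_02234 (57.0-fold, from 851 to 14.0 RPKM) and UGRO018_02237 in a run of 6 genes on contig 28 (15312 to 21748) that includes a gene for signal peptidase I. The β-glucoside genes UGRO018_03304 to UGRO018_03307 on contig 66, which encode a β-glucoside kinase, a GH1 and a PTS permease, were 11.0- to 21.3-fold lower than on cellobiose. With 5 RPKM added, 108 genes were upregulated. The median log2 fold change of all genes was 0.10, and after scaling each group to a common median 151 genes were upregulated and 107 downregulated.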

The GalNAc–cellobiose comparison revealed 310 genes that were significantly regulated (210 up, 100 down in response to GalNAc). GlcNAc–cellobiose and gMO–cellobiose had fewer genes that were differentially expressed: GlcNAc 156 genes (123 up, 33 down in response to GlcNAc) and gMO 95 genes (52 up, 43 down in response to gMO) with only nine genes in common between them (Figs. 2, *A* and *B*, S2, *E* and *F*, and Tables S5–S7). 

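On GlcNAc, 85 genes were upregulated and 28 downregulated relative to cellobiose, and on gMO 44 and 29. The GlcNAc and cellobiose libraries share no library name series, so sugar and series cannot be told apart between them. The gMO and cellobiose groups share 1 series. The rises on GlcNAc included 8 of 49 ribosomal protein genes (32 of the 49 are shorter than 400 bases), such as those of L34 (UGRO018_02525, 30.3-fold) and L33 (UGRO018_00443, 20.9-fold), and the acyl carrier protein gene UGRO018_02580 (23.5-fold). All 3 genes of the sigma-F sporulation operon (spoIIAA, spoIIAB and sigF, UGRO018_01438 to UGRO018_01440) were higher on GlcNAc (19.2-, 22.2- and 25.3-fold). In the authors' deposited table they are also 11.3-, 16.0- and 11.4-fold higher on gMO than on cellobiose. Their p-values there (0.141, 0.0736 and 0.236, Student's t test) miss the threshold. A locus of 7 genes on contig 14 (UGRO018_01286 to UGRO018_01292) with a bacitracin-type transporter gene and an agr-type quorum sensing gene was lower than on cellobiose, with all 7 genes passing on GlcNAc and all but UGRO018_01291 on gMO. Its agrB gene UGRO018_01292 fell from 9011 RPKM on cellobiose to 263 RPKM on GlcNAc and 631 RPKM on gMO. The β-glucoside genes UGRO018_02883 to UGRO018_02885 on contig 44 were also lower on both, with bglF UGRO018_02885 34.5-fold lower on GlcNAc and 24.0-fold on gMO. The 3 lists of upregulated genes had 6 genes in common. These were the GH89 gene UGRO018_02407, the trehalose-6-phosphate hydrolase gene UGRO018_01830, its neighbour UGRO018_01829, the TreR-type regulator gene UGRO018_01805 (5.25-, 12.9- and 14.9-fold on GalNAc, GlcNAc and gMO), an acetyltransferase gene, UGRO018_01879, and the hypothetical gene UGRO018_02174. Independent lists of these sizes would share 0.052 genes, and the 3 comparisons are not independent since they use the same cellobiose libraries. The lists of downregulated genes also had 6 in common, the β-glucoside locus UGRO018_03304 to UGRO018_03307, the recombinase gene UGRO018_02157 and the hypothetical gene UGRO018_02013. GlcNAc and gMO shared 22 upregulated genes and GalNAc and GlcNAc 12, where independent lists would share 1.06 and 4.11. The GlcNAc and gMO libraries share a library name series and those of GalNAc and GlcNAc do not, so these overlaps may also reflect the series. Genes shorter than 400 bases made up 50 of the 85 genes upregulated on GlcNAc and 22 of the 44 on gMO. Among genes of at least 400 bases, an alternative chosen after seeing the data, 35 and 22 were upregulated, none of them a ribosomal protein gene, and after centring on genes of similar length, also chosen then, 4 ribosomal protein genes were upregulated on GlcNAc. The median log2 fold change of all genes was 0.18 for GlcNAc and 0.11 for gMO, and scaling each group to a common median gave 74 upregulated genes on GlcNAc and 35 on gMO.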

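Against cellobiose, 4 CAZyme genes were upregulated on GalNAc, 2 on GlcNAc and 2 on gMO. They were 4 different genes in all. The GH89 gene UGRO018_02407 and the GH13_29 gene UGRO018_01830 were upregulated on each substrate, and the GH1 genes UGRO018_00561 and UGRO018_01849 on GalNAc. More CAZymes were downregulated on GlcNAc and gMO, and all were GH1 genes. UGRO018_03305 was lower on each substrate (19.8-fold on GalNAc, 13.1-fold on GlcNAc and 18.4-fold on gMO). UGRO018_02883 and UGRO018_02884 were lower on GlcNAc and gMO, with 154 and 99.3 RPKM on cellobiose against 6.80 and 3.61 RPKM on gMO. UGRO018_03327, the GH1 gene with the highest value on cellobiose, was 5.37-fold lower on GlcNAc and UGRO018_01355 5.26-fold lower on GalNAc. The median log2 fold change of the 122 CAZymes on gMO relative to cellobiose was -0.20 and lay below that of each of 10000 random gene lists of the same size and expression. The lists were not matched for length, and no CAZyme is shorter than 400 bases. Coding genes that short had a median of 0.54, against 0.10 for longer ones. Other lists without such genes ranked between percentile 0.03 (GalNAc and mannose PTS family) and 74.5 (tryptophan synthesis). The rank describes the group values and is not a test over replicates.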

Overall, only six CAZymes were significantly upregulated across all three substrates relative to the cellobiose reference. 

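On GalNAc the GH1 gene UGRO018_00561 rose from 2.16 RPKM on cellobiose to 40.5 RPKM (13.1-fold) and the GH1 gene UGRO018_01849 from 1.29 to 16.5 RPKM (7.63-fold). On GlcNAc and gMO they stayed below 5-fold against cellobiose, with log2 fold changes of 1.39 and 0.91 for UGRO018_00561 and 1.47 and 1.10 for UGRO018_01849. A further GH1 gene, UGRO018_00291, had 3.12 RPKM on GalNAc against 0.448 RPKM on cellobiose, and the CE4 gene UGRO018_01405 had 6.96 against 1.02 RPKM. Both pass the thresholds as the plain ratio in the authors' deposited table (6.97- and 6.81-fold) but not after adding 1 RPKM (log2 fold changes 1.51 and 1.98). UGRO018_01405 reached 6.15 RPKM on GlcNAc. Of these 3 GH1 genes UGRO018_00561 alone also passed on GalNAc against GlcNAc and gMO. It was 5.01-fold higher on GalNAc than on GlcNAc and 6.99-fold higher than on gMO.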

There were three GH1 enzymes and a CE4 uniquely expressed during GalNAc growth, whereas two genes encoding putative GH89 and GH13_29 enzymes were the only commonality between all three substrates.

**Figure 2:**
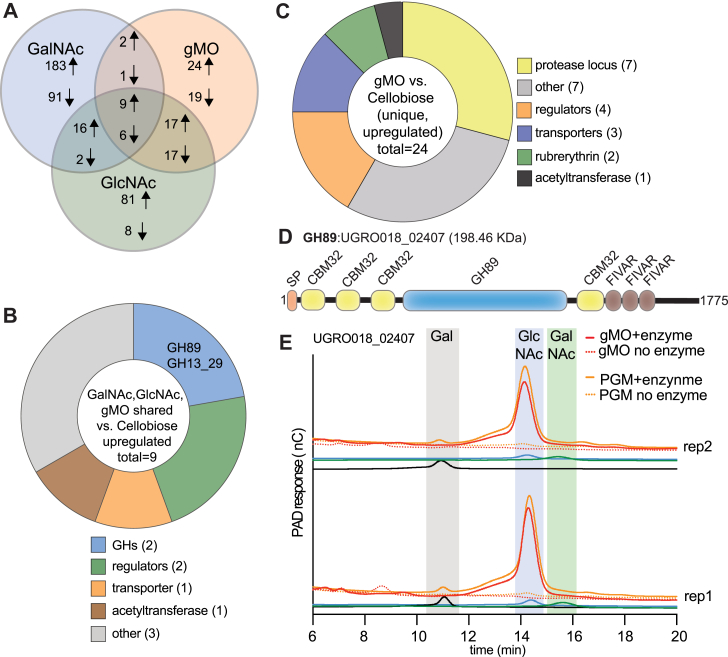
**RNA-Seq reveals a limited suite of gMO-responsive genes.***A*, Venn diagram showing significantly up- and downregulated genes in *Hm* during growth in GalNAc, GlcNAc, and gMO compared with cellobiose. Significance thresholds include having a fold change ≥5-fold with a *p* value ≤0.05. *B*, annotation categories (determined by BLAST) for shared upregulated genes between GalNAc, GlcNAc, and gMO when compared with cellobiose. These are the nine upregulated genes in the middle sector of *A*. *C*, annotation categories (determined by BLAST) for genes unique to gMO when compared with cellobiose. These are the 24 upregulated genes in the *top right sector* of *A*. *D*, protein domain structure of the gMO-responsive UGRO018_02407^GH89^ from NCBI BLASTp and EMBL-EBI InterProScan. Domain abbreviations are SP, signal peptide; CBM32, carbohydrate-binding module 32; and FIVAR, found in various architectures. *E*, HPAEC-PAD chromatograms after overnight incubation of the GH89 with gMO or PGM. *Solid lines* indicate the addition of the UGRO018_02407^GH89^ enzyme as compared with the *dotted lines*, which are controls lacking the enzyme. Standards for galactose (*black*), GlcNAc (*blue*), and GalNAc (*green*) were run at 10 μM. EBI, European Molecular Biology Laboratory; EMBL, European Molecular Biology Laboratory; gMO, gastric mucin oligosaccharide; HPAEC-PAD, high-performance anion exchange chromatography with pulsed amperometric detection; NCBI, National Center for Biotechnology Information; PGM, porcine gastric mucin.

Only 24 genes exhibited expression changes that were unique to growth on gMO, and this list included seven genes in a single upregulated locus that encodes a predicted two-component regulator and a YhfC family protease (UGRO018_01646) (Fig. 2*C* and Fig. S2*G*). 

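Relative to cellobiose, 20 genes were upregulated on gMO and not on GalNAc or GlcNAc, and 7 of them form 1 locus on contig 18 (66343 to 70652, plus strand), UGRO018_01644 to UGRO018_01650. The locus opens with the LytR-type response regulator gene UGRO018_01644 (276 RPKM on gMO, 40.6 RPKM on cellobiose), followed by UGRO018_01645 (6.47-fold) and by the protease gene UGRO018_01646 (contig 18 from 68288 to 68968), which had 226 RPKM on gMO against 27.7 on cellobiose, 21.5 on GlcNAc and 48.6 on GalNAc. The largest rise against cellobiose was that of the last gene, UGRO018_01650 (18.3-fold). All 7 genes were also higher on gMO than on GlcNAc, by 8.73- to 11.1-fold. Against GalNAc 2 of the 7 passed, UGRO018_01644 (5.56-fold) and UGRO018_01648 (5.63-fold), while the protease gene had a log2 fold change of 2.19, just under the threshold. The study picked this locus from these libraries, so its direction is not independent evidence. The other 13 genes upregulated on gMO alone included UGRO018_00761 beside the GH4 gene, and the genes of desulfoferrodoxin (UGRO018_02799, 7.18-fold), rubrerythrin (UGRO018_00566, 5.42-fold) and the manganese regulator MntR (UGRO018_01412, 5.14-fold), with MgsR (UGRO018_01413, 6.76-fold) next to the last. A hydroxysteroid dehydrogenase gene, UGRO018_01508, was 6.30-fold and the lactate dehydrogenase gene UGRO018_03187 5.47-fold higher. Of the 20 genes, 11 also passed against GlcNAc, 11 against GalNAc and 5 against both, which are the tests of the difference itself. Among genes of at least 400 bases, an alternative chosen after seeing the data, 12 genes were upregulated on gMO alone.

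**Figure D2:**
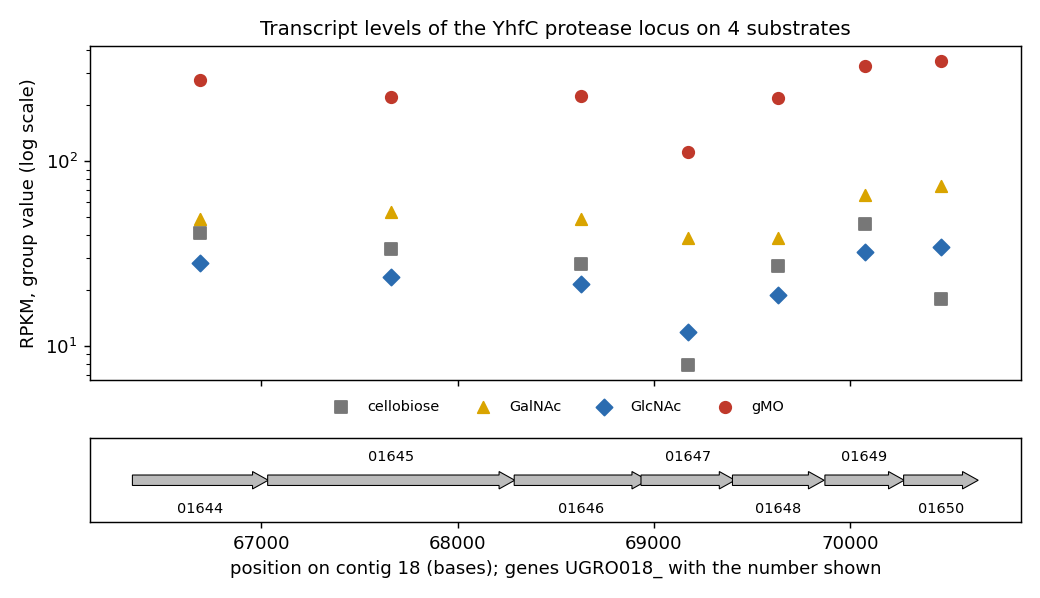
RPKM of the 7 genes of the protease locus on contig 18, as the authors' group values on a log scale, above a map of the genes drawn to scale, with arrows in the direction of transcription. Each point is 1 gene on 1 substrate at the middle of the gene. The gMO values run from 112 to 347 RPKM and every other value is at most 73.2 RPKM.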

Although little is known about the function of this protease family, it is possible that it and surrounding gene products play a role in the degradation of mucin glycoprotein components, although the deduced protease polypeptide sequence does not contain a predicted signal peptide for secretion (67). To test if *Hm* possesses mucin protease activity, gMO-grown cells were incubated with cMUC2 and PGM overnight before analyzing the residual mucin by SDS-PAGE and periodic acid Schiff staining to visualize the mucin glycoprotein. The results of these experiments failed to indicate that *Hm* cells possess the ability to degrade either of the mucin glycoprotein tested (Fig. S2, *H* and *I*).

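UGRO018_02407 lies on contig 31 from 28831 to 34158, on the minus strand, and its 5328 bases are annotated with a GH89 domain and CBM32 domains. It had 6.07 RPKM on cellobiose, 962 RPKM on GalNAc, 608 RPKM on GlcNAc and 433 RPKM on gMO. Against cellobiose this is a 136-fold rise on GalNAc, 86.2-fold on GlcNAc and 61.3-fold on gMO. On GlcNAc and gMO it was the largest rise of any called gene, and on GalNAc the largest but for UGRO018_00586. Its p-values for these comparisons in the authors' deposited table are 5.50e-13, 1.99e-12 and 2.05e-15. Among GalNAc, GlcNAc and gMO the gene did not reach 5-fold, with a log2 fold change of -1.15 for gMO over GalNAc and -0.66 for GlcNAc over GalNAc. By RPKM it ranked 2 among the 74 GH genes on GlcNAc, 3 on GalNAc, 6 on gMO and 54 on cellobiose.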

One of the most highly expressed genes (UGRO018_02407) in all three comparisons (GalNAc, GlcNAc, and gMO relative to cellobiose), and the most highly expressed in GlcNAc and gMO, encodes a putative GH89 family α-*N*-acetylglucosaminidase with four appended CBM32 domains (Fig. 2*B*). The N terminus contains two CBM32 domain homologs, which are divergent from two more well-conserved domains that surround the GH89 catalytic domain (Fig. 2*D*). Expression of this enzyme is notable because mammalian gastric mucins have been shown to be enriched in terminal α-linked GlcNAc compared with mucin from more distal intestinal sites (42, 64, 68, 69) and GH89 family members from other mucin-degrading bacteria (*Clostridium perfringens* and *Bifidobacterium bifidum*) have been reported to cleave GlcNAc(α-1,4)Gal in type III gastric mucin (30, 31). Similar to UGRO018_02407^GH89^, these previously characterized GH89s also contain multiple N- and C-terminal CBM32 domains, which have been shown to bind to components of mucin glycans, whereas the catalytic domains only show 45% and 41% identity, respectively, with UGRO018_02407^GH89^. Recombinantly expressed UGRO018_02407^GH89^ released GlcNAc from both PGM and gMO when measured by high-performance anion exchange chromatography with pulsed amperometric detection (HPAEC-PAD) (Fig. 2*E*) and TLC (Fig. S3*A*). However, no activity on *p*NP substrates was detected, including *p*NP-α-GlcNAc, suggesting that native mucin glycans may be required for activity (Fig. S3*B*). Nonetheless, the observed UGRO018_02407^GH89^ activity on PGM and gMO supports the conclusion that *Hm* uses this mucin-inducible enzyme to target GlcNAc residues in gastric mucins.

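UGRO018_01830, annotated as the trehalose-6-phosphate hydrolase gene treA, lies on contig 21 from 52246 to 53880. It had 4.30 RPKM on cellobiose, 111 on GalNAc, 137 on GlcNAc and 289 on gMO, rises of 21.1-, 26.1- and 54.7-fold. The gene just upstream, UGRO018_01829 (hypothetical protein, contig 21 from 50333 to 52225), followed it with 13.5, 321, 134 and 271 RPKM in the same order, rises of 22.1-, 9.31- and 18.7-fold. A regulator gene annotated as TreR, the repressor of trehalose genes in other Gram-positive bacteria, lies on the same contig from 19627 to 20343 (UGRO018_01805) and rose from 19.3 RPKM on cellobiose to 105, 261 and 302 RPKM. UGRO018_01805 and UGRO018_01829 were named after their values were seen. Differences of UGRO018_01830 among GalNAc, GlcNAc and gMO did not pass. Their p-values in the authors' deposited table are 0.115 for gMO against GalNAc and 0.296 for gMO against GlcNAc.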

A similar gene expression profile was also observed for UGRO018_01830, the predicted member of GH family 13, subfamily 29 (GH13_29) (Fig. 2*B*). The expression of this family/subfamily, which has been shown to have activity on trehalose (Glc(α-1,1)Glc), is puzzling considering gMO does not contain glucose and that GalNAc and GlcNAc also induce expression of this gene compared with cellobiose. Since the comparison of these substrates is to cellobiose (β-1,4-linked glucose disaccharide), it is possible that the metabolism of glucose causes repression of this gene relative to the mucin sugar conditions. However, a quantitative PCR (qPCR) analysis of gene expression during growth in GlcNAc and multiple glucose disaccharides indicated that cellobiose does not elicit repression of UGRO018_01830^GH13_29^, at least with respect to GlcNAc, and trehalose appears to be an activating signal (Fig. S3*C*).

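Of the 8 GHs of mucin-active families, UGRO018_02407 was upregulated against cellobiose on all 3 substrates and the other 7 passed in none of the 6 comparisons. Their log2 fold changes on gMO relative to cellobiose were -0.67 for UGRO018_00696 (GH31_18), -0.46, -0.23 and -0.43 for the GH36 genes UGRO018_00697, UGRO018_00745 and UGRO018_03261, -0.36 for UGRO018_01816 (GH2), 0.48 for UGRO018_01822 (GH35) and -0.54 for UGRO018_03259 (GH101). The largest difference among these 7 genes in any comparison was that of UGRO018_00696 between GlcNAc and GalNAc (log2 fold change -1.93). In the authors' deposited table UGRO018_00696 is -3.81-fold on GlcNAc relative to GalNAc with a p-value of 2.31e-10 (Student's t test). UGRO018_00697 is -3.71-fold with a p-value of 3.28e-11 by the same test. Both genes thus differ between these groups, below the 5-fold threshold. The GlcNAc and GalNAc libraries share no library name series, so sugar and series cannot be told apart here. The median log2 fold change of the 8 GHs relative to cellobiose was -0.39 on gMO, -0.65 on GlcNAc and 0.14 on GalNAc, at percentiles 3.31, 0.07 and 34.3 of 10000 random gene lists of the same size and expression, and relative to GalNAc it was -0.48 on gMO and -0.58 on GlcNAc, at percentiles 35.5 and 7.28. These ranks describe the group values and are not a test over replicates. The random lists were not matched for length, and the 8 genes have a median length of 5566 bases, against 813 for all protein-coding sequences. Part of these ranks may therefore reflect length. Of 8 genes of amino sugar catabolism none passed on gMO relative to cellobiose. The log2 fold change was 0.94 for the deaminase gene gamA UGRO018_03062 (3332 RPKM on gMO and 1733 RPKM on cellobiose).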

Since differential transcription only illuminated one CAZyme (UGRO018_02407^GH89^) that is known to be involved in foraging sugars from mucin glycans (Fig. 3*A*), we decided to investigate whether other functions involved in metabolizing mucin might be constitutively expressed and therefore escape detection by RNA-Seq differential analysis. We performed proteomics on whole cells and cell-free supernatants from cultures grown to midexponential phase on gMO. There were no detectable *Hm* proteins in the cell-free supernatants using either acetone precipitation or a more sensitive pyrogallol red–molybdate–methanol precipitation method (70), indicating that the enzymes used to degrade gMO are likely cell associated and not secreted. Consistent with this, the whole cell proteome measured from acetone-precipitated material detected 908 proteins with three GHs present in the top five overall most abundant proteins by normalized spectral abundance factor (NSAF) (RNA polymerase and pyruvate synthetase were the two others; Fig. 3*B* and Table S8). The differentially expressed GH89 (UGRO018_02407^GH89^), as well as a GH31, subfamily 18 (UGRO018_00696), and a GH36 (UGRO018_00697) represented the most abundant CAZymes identified with NSAFs of 0.047%, 0.060%, and 0.047%, respectively.

**Figure 3:**
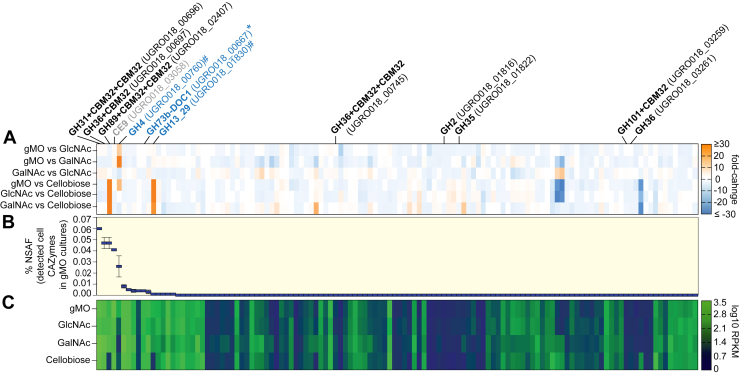
**Proteomics uncovers two constitutively expressed glycoside hydrolases.***A*, heatmap showing fold-change differences of all *Hm* CAZymes from the pairwise RNA-Seq comparisons labeled at the *left* (note that nonsignificant fold changes are also shown for reference, and the order is based on protein abundance results shown in *B*). All GH families known to exhibit mucin glycan– related activities are labeled in *black* on *top* with corresponding locus tag with the exception of three genes that have *blue text*: (1) one gene (GH73b; ∗) with a product implicated in peptidoglycan processing and (2) two other genes (GH13_29, GH4; #) with products not yet associated with mucin glycan utilization. The CE9 (*gray label*) is differentiated from the GHs (*black*). *B*, percent normalized spectral abundance factor (NSAF) based on whole-cell proteomics is shown for all CAZymes in the same order as shown in *A* (n = 2 with values sorted from high (*left*) to low (*right*). *C*, log_10_-transformed RPKM values (from RNA-Seq) for all CAZymes on each growth substrate, also in the same order as *A* and *B*. All locus tags corresponding to a CAZyme in *A*–*C* were sorted from *left* to *right* by %NSAF values in the gMO samples in *B* and are matched vertically among subpanels. CAZyme, carbohydrate active enzyme; GH, glycoside hydrolase; *Hm*, *Hoskinsella mucinilytica*; RPKM, Reads per Kilobase of transcript per Million mapped reads.

To align the transcriptomic and proteomic data, we directly examined the magnitude of the RNA-Seq normalized Reads per Kilobase of transcript per Million mapped reads (RPKM) values instead of measuring fold changes by differential sequence analysis. We sorted all putative CAZyme-coding genes based on protein abundance from high to low (*left* to *right* in Fig. 3*B*) and then displayed log_10_-adjusted RNA-Seq RPKM values (Fig. 3*C*). This analysis revealed that some GHs detected by proteomics, which had little or no differential expression between substrate comparisons, exhibited some of the highest overall expression values. 

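Table S8 lists a protein abundance above 0 on gMO for 22 of the 122 CAZymes. The median transcript level on gMO of these 22 was 330.3 RPKM, against 11.8 RPKM for the other 100. Across the 122 genes, RPKM on gMO and protein abundance had a Spearman correlation of 0.60, and across the 22 detected genes 0.58. Genes are not independent replicates, and the 100 genes without a detected protein are tied. Among the detected GHs and glycosyltransferases, the 4 with the highest transcript levels on gMO were the GH31_18 UGRO018_00696 (1431 RPKM), the GT5 UGRO018_00925 (1114 RPKM), the glycogen phosphorylase UGRO018_00852 (GT35, 949 RPKM) and the GH36 UGRO018_00697 (927 RPKM). Of these 4 genes none was differentially expressed in any comparison. Among all 122 CAZymes the highest transcript level on gMO was that of the CE9 UGRO018_03058 (2248 RPKM), which ranked 4 by protein abundance. The polysaccharide lyase UGRO018_00148 (PL8) departed from the trend, with a detected protein at 11.8 RPKM. The rank correlations with the transcript levels on the other substrates were 0.56 for GlcNAc, 0.50 for GalNAc and 0.46 for cellobiose.

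**Figure D3:**
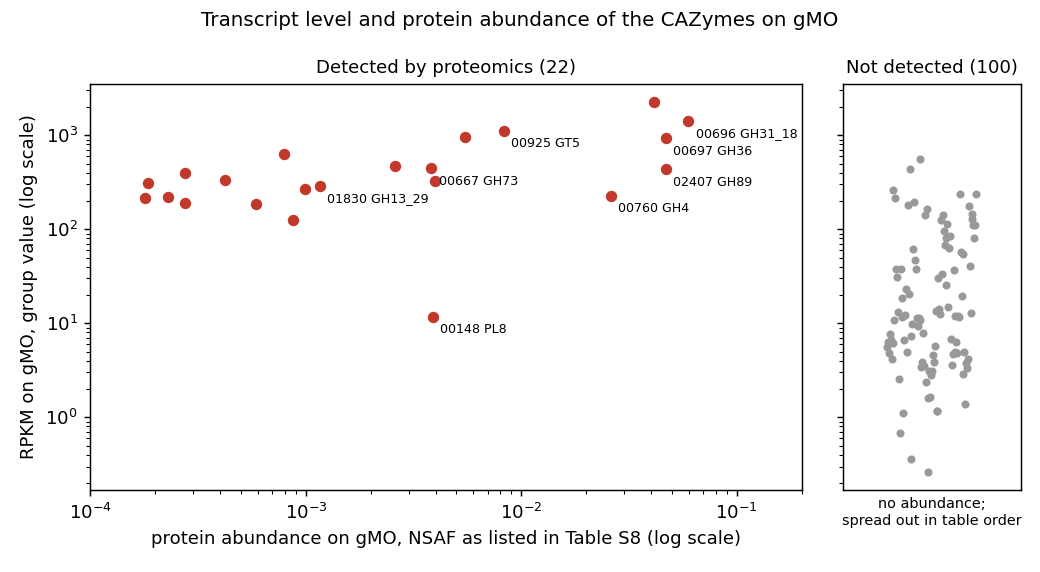
RPKM on gMO (authors' group value, log scale) against the protein abundance on gMO that Table S8 lists as NSAF (log scale) for the 22 CAZymes with a detected protein, left, and RPKM of the 100 others, right, spread out in table order. Each point is 1 gene, and 8 are labelled with their locus number and CAZy family. All detected CAZymes but UGRO018_00148 (11.8 RPKM) lie at or above 127 RPKM, the value of UGRO018_01355.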

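UGRO018_00696, annotated with a GH31_18 and CBM32 domains, is 6777 bases long, and UGRO018_00697, annotated with a GH36 and a CBM32 domain, follows it on the same strand of contig 7. UGRO018_00696 had the highest transcript level of the 74 GH genes on each of the 4 substrates. UGRO018_00697 ranked 2 on cellobiose (1279 RPKM), GalNAc (2036 RPKM) and gMO, and 3 on GlcNAc (548 RPKM), after UGRO018_02407. Among all 3512 genes UGRO018_00696 ranked 146 on gMO and UGRO018_00697 ranked 228. Neither reached 5-fold in any comparison. Both genes were lowest on GlcNAc and highest on GalNAc, and gMO lay between cellobiose and GlcNAc. For gMO over GlcNAc the log2 fold changes were 0.86 and 0.76, and for GalNAc over cellobiose 0.40 and 0.67. In the authors' deposited table the folds on gMO relative to cellobiose are -1.59 for UGRO018_00696 with a p-value of 0.198 and -1.38 for UGRO018_00697 with a p-value of 0.274.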

Not surprisingly, the two enzymes that displayed concordantly elevated protein and transcript values were (1) the GH31_18 (UGRO018_00696^GH31_18^; Fig. 4*A*), which contains two CBM32 domains, had the highest RPKM value of any GH yet had a −1.59 fold change when comparing gMO to cellobiose and (2) the GH36 (UGRO018_00697^GH36^; Fig. 4*B*), which also contains one well-conserved CBM32 and two more divergent homologs at the N terminus, had elevated RPKM values but no significant differential expression between gMO and cellobiose (−1.38). There was also a GH73 that displayed minimal gMO/cellobiose fold change (−1.05) but had elevated transcript values and a low detectable protein abundance (0.004%).

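The GH73 gene is UGRO018_00667, on contig 6 from 61178 to 63133. Its group values were 443 RPKM on gMO, 466 on cellobiose, 405 on GlcNAc and 305 on GalNAc, and it ranked 4 among the 74 GH genes on gMO and on GlcNAc. Its log2 fold change on gMO relative to cellobiose was -0.07, and relative to GalNAc it was 0.54. In the authors' deposited table the p-value for gMO against cellobiose is 0.804 and that for gMO against GalNAc 3.18e-06 at 1.45-fold.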

**Figure 4:**
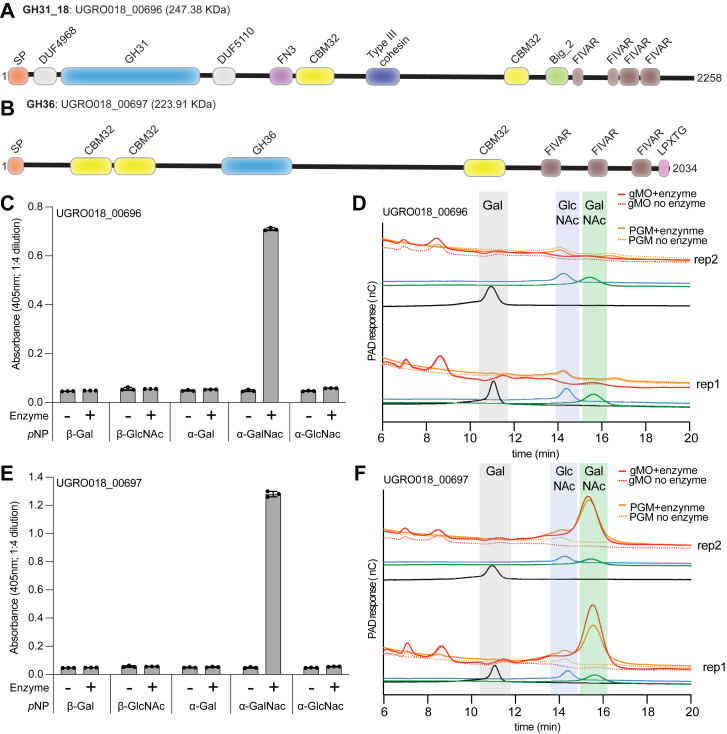
**α-GalNAc-cleaving activities of GH31_18 and GH36 family enzymes.***A*, predicated protein domain structure of the constitutively expressed UGRO018_00696^GH31_18^ from NCBI BLASTp results. *B*, predicated protein domain structure of the constitutively expressed UGRO018_00697^GH36^ from NCBI BLASTp and EMBL-EBI InterProScan results. Domain abbreviations are SP, CBM32, FIVAR, and LPXTG. *C*, overnight endpoint readings (absorbance at 405 nm) of 1:4 diluted samples from *p*-nitrophenyl substrates incubated with recombinantly expressed UGRO018_00696^GH31_18^ enzyme. *D*, HPAEC-PAD chromatograms from overnight incubations of the GH31_18 in gMO or PGM. *Solid lines* indicate the addition of enzyme as compared with the negative controls (*dotted lines*) lacking enzyme. Standards for galactose (*black*), GlcNAc (*blue*), and GalNAc (*green*) were run at 10 μM. *E*, overnight endpoint (absorbance at 405 nm) of 1:4 diluted samples from *p*-nitrophenyl substrates incubated with recombinantly expressed UGRO018_00697^GH36^ enzyme. *F*, HPAEC-PAD chromatograms from overnight incubations on gMO and PGM for the GH36. *Solid lines* indicate the addition of enzyme as compared with the negative controls (*dotted lines*) lacking enzyme. Standards are the same as *D*. Big_2, bacterial Ig-like domain, group 2; CBM32, carbohydrate-binding module 32; DUF, domain of unknown function; EBI, European Molecular Biology Laboratory; EMBL, European Molecular Biology Laboratory; FIVAR, found in various architectures; FN3, fibronectin type III; GH, glycoside hydrolase; gMO, gastric mucin *O*-glycan; HPAEC-PAD, high-performance anion exchange chromatography with pulsed amperometric detection; LPXTG, cell wall anchor domain; NCBI, National Center for Biotechnology Information; PGM, porcine gastric mucin; SP, signal peptide.

The GH31 family includes enzymes active against α-GalNAc, amongst many other activities, from both Gram-negative and Gram-positive human gut bacteria (39, 71). Therefore, GH31 has been recently divided into subfamilies, revealing that the GH31_18 subfamily gathers all members active on α-GalNAc and no other activity so far. The most similar sequences from UGRO018_00696^GH31^ among the GH31 family are indeed all five characterized GH31_18 that are active on α-GalNAc, with 42% to 46% identity (72). Recombinantly expressed UGRO018_00696^GH31_18^ displayed activity against *p*NP-α-GalNAc (Fig. 4*C*) but no activity against more native substrates that contain α-GalNAc, including PGM, gMO, blood group A, Tn Antigen (α-GalNAc linked to serine/threonine), and fetuin (sialylated blood glycoprotein containing *O*-linked glycans with core α-GalNAc linked to serine/threonine) (Fig. S3, *D*–*F*). Further analysis by HPAEC-PAD also failed to reveal activity for UGRO018_00696^GH31_18^ against PGM and gMO substrates in the conditions tested (Fig. 4*D*). Despite the lack of activity on these native mucin substrates, the activity detected on *p*NP-α-GalNAc suggests that this enzyme removes this linkage in some context. Although confirmation of another α-GalNAcase described below also explains how *Hm* removes these linkages.

The GH36 family contains two characterized members with α-*N*-acetylgalactosaminidase activity against mucin glycans, whereas a large majority of GH36 family members display α-Gal activity, some against blood group B (73, 74). Sequence analysis reveals that UGRO018_00697^GH36^ is more similar to the two GH36 enzymes active on α-GalNAc than to any other GH36 targeting α-Gal. To test the specificity of UGRO018_00697^GH36^ for these two linkages, we recombinantly expressed it, determining that it has activity against *p*NP-α-GalNAc but not *p*NP-α-Gal (Fig. 4*E*). This enzyme also released GalNAc from gMO, PGM, blood group A, and Tn Antigen but displayed no activity on an α-Gal-containing blood group B substrate (Fig. S3, *G* and *H*). In addition, HPAEC-PAD confirmed that UGRO018_00697^GH36^ releases GalNAc from both PGM and gMO (Fig. 4*F*). These data indicate that the constitutively expressed UGRO018_00697^GH36^ targets terminal α-GalNAc found in mucin, either as blood group A or peptide-linked Tn antigen.

The GH73 protein (UGRO018_00667) was the fifth most abundant GH and the 10th of all CAZymes. Members of this protein family have been characterized from several bacteria and are present in many species of the human gut. This family includes endo-β1,4-*N*-acetylglucosaminidase enzymes active on either *N*-linked mannosyl glycoproteins or peptidoglycan (75, 76). While we did not measure the growth of *Hm* on *N*-linked glycoprotein substrates, it is possible that this enzyme is involved in peptidoglycan recycling and/or cell division. Although because *Hm* encodes three members of this family, we cannot rule out the possibility that it is involved with scavenging peptidoglycan sugars from other organisms' cell walls, which would also align with the strong growth on *N*-acetylmuramic acid (Fig. 1).

Interestingly, the GH4 (UGRO018_00760^GH4^) that displayed increased transcription during growth on gMO was also present with an NSAF of 0.026%, making it the fourth most abundant protein for both GHs and all CAZymes. Alternatively, the GH13_29 that was predominantly responsive to growth on trehalose was detected at only 0.001%. Other CAZymes detected included a CE family 9 (UGRO018_03058; 0.04%) and a glycosyl transferase family 5 (UGRO018_00925; 0.008%). Members of these two families have been characterized as GlcNAc-6-phosphate deacetylase and α-glucan synthase, respectively (77, 78) but we did not perform recombinant enzyme experiments to measure their activities.

Even though *Hm* does not appear to encode fucosidases or sialidases in known families, it does encode the two predicted sulfatases noted above. Both sulfatases were not significantly differentially transcribed in the RNA-Seq comparisons, nor were they detected by proteomics, suggesting that they are not critical during the growth conditions we tested. 

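The S1_64 sulfatase gene UGRO018_02025 lies on contig 24 from 43758 to 45236 on the minus strand and the S1_46 sulfatase gene UGRO018_02081, annotated as an arylsulfatase, on contig 25 from 39683 to 41137 on the plus strand. The level of UGRO018_02025 was low on each substrate, with 5.61 RPKM on cellobiose, 4.76 on GalNAc, 2.57 on GlcNAc and 1.13 on gMO. UGRO018_02081 had 20.4, 31.8, 42.1 and 29.4 RPKM in the same order, below the median gene of each substrate. Neither passed both thresholds in any of the 6 comparisons. The largest log2 fold change was that of UGRO018_02025 on gMO relative to cellobiose (-1.63). This difference is, in the authors' deposited table, -4.95-fold with a p-value of 0.000541, which misses the fold threshold alone, and the largest difference of UGRO018_02081 is 2.07-fold on GlcNAc relative to cellobiose with a p-value of 0.078.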

Taken together, our multiomics analysis reveals that in the presence of gMO, *Hm* differentially expresses a gene encoding a GH89 enzyme with activity toward α- GlcNAc and a GH4 protein with an unknown substrate (the former in response to gMO, GlcNAc, and GalNAc and the latter mostly in response to gMO) with the constitutively expressed GH31_18 and GH36 enzymes functioning to target α-GalNAc, although the native substrate target for the GH31_18 is undetermined.

### *O*-glycan analysis confirms *Hm* selectively utilizes *N*-acetylhexosamines from gMO

Based on its specificity for growth on gastric mucin and associated *O*-glycans, we next characterized how *Hm* degrades gMO from PGM. Since *Hm* is unable to grow on Fuc or NeuNAc, and known α-fucosidase and sialidase families appear to be absent in the genome, we hypothesized that residual gMO after *Hm* growth would contain increased proportions of oligosaccharides with terminal Fuc and/or NeuNAc and diminished abundance of glycans with terminal GalNAc and GlcNAc. Preliminary TLC on cell-free supernatants of gMO grown *Hm* cultures, relative to uninoculated controls, suggested both the disappearance of higher molecular weight *O*-glycans and the appearance of new structures that were difficult to distinguish as oligosaccharides or NeuNAc, suggesting partial degradation by *Hm* (Fig. S4*A*). However, there did not appear to be abundant presence of any of the four neutral sugars, including Fuc and Gal. Given this preliminary result, we next performed LC–MS/MS to provide better resolution of the remaining oligosaccharides present in supernatant. In total, 67 *O*-glycan species were resolved across all samples, with fewer in *Hm* gMO supernatants than gMO media controls, indicating that some glycans had been degraded (Table S9). The *O*-glycans detected in the undigested gMOs primarily contained terminal β-1,4-Gal, α-1,2-Fuc, α-1,4-GlcNAc, and α-1,3-GalNAc (blood group A). Glycans with terminal NeuNAc were not detected, reflecting our purification method that involves anionic exchange chromatography to remove charged glycans (16). After growth of *Hm* on the gMO mixture, the level of blood group A oligosaccharides (terminal α-1,3-GalNAc) was only 3% compared with 10% in the undigested controls (*p* = 0.0016) (Fig. 5*A*). More strikingly, the level of terminal α-1,4-GlcNAc was reduced from 31% to 1% (*p* < 0.0001) after *Hm* growth (Fig. 5*B*). In contrast, *O*-glycans terminating with Gal, Gal, and Fuc together increased from 11% to 32% (*p* = 0.019) (Fig. 5*C*). In addition, the amount of terminal Fuc remained relatively unchanged between *Hm* supernatants and media controls at 84% and 85%, respectively. These data are concordant with the ability of *Hm* to release terminal GalNAc and GlcNAc, leading to an increase in β-linked Gal and unscathed terminal Fuc residues.

**Figure 5:**
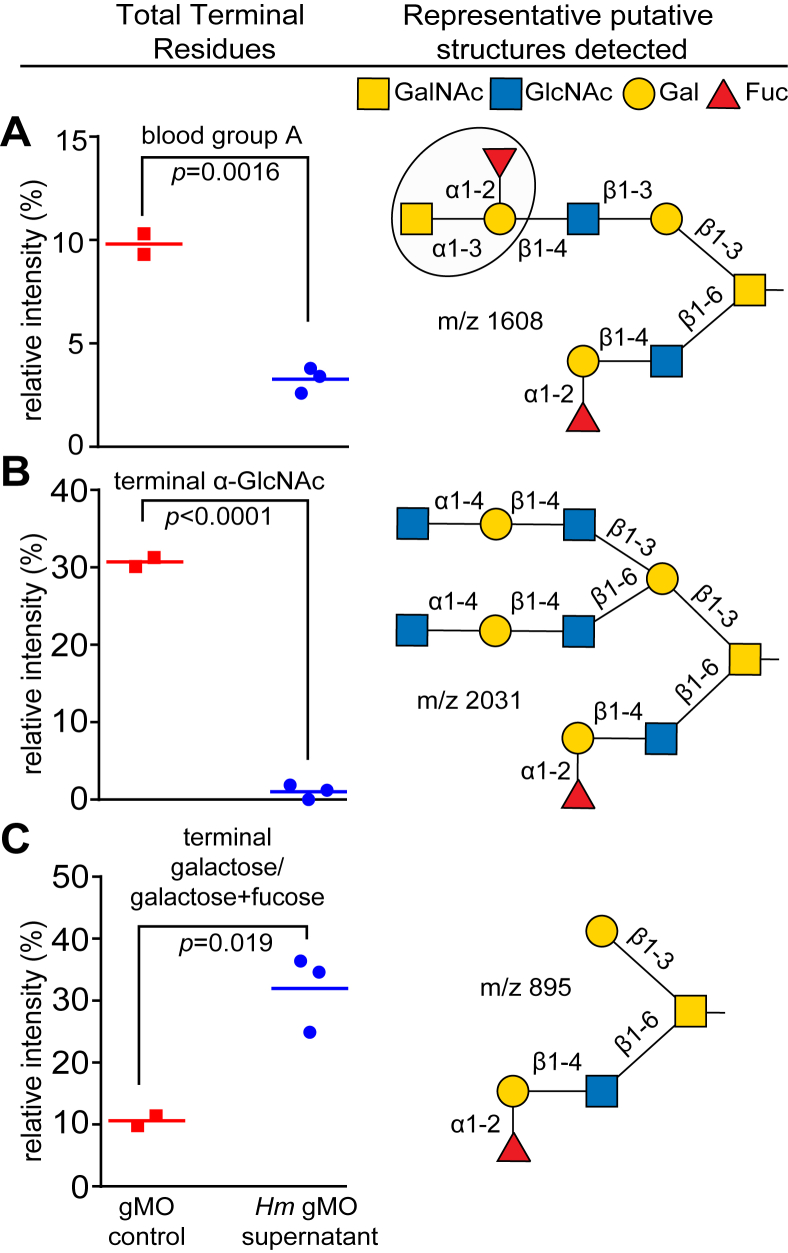
**Mass spectrometry reveals selectivity for *N*-acetylhexosamine degradation by *Hm*.** The relative abundance of three groups of gMO *O*-glycans was measured before and after *Hm* growth using LC–MS/MS. *A*, blood group A (*circled trisaccharide* in representative structure). *B*, terminal α-linked GlcNAc. *C*, galactose/galactose + fucose residues. Structures at the *right* show only representative structures with these terminal sugars/linkages. The *m/z* ratios shown are only for the representative putative structures shown in *A*–*C*. See Table S9 for a full list of deduced gMO glycans detected. The *p* values shown in plots at the *left* are based on a paired two-tailed Student’s *t* test). gMO, gastric mucin *O*-glycan; *Hm*, *Hoskinsella mucinilytica.*

An increase in terminal β-linked *N*-acetylhexosamines was not detected by mass spectrometry (MS) after *Hm* growth, and the abundance of glycans presenting terminal Gal increased, suggesting that *Hm* is poorly equipped to remove β-linked Gal. This is consistent with the observation that *Hm* only grows weakly on LacNAc (Gal β-1,4 GlcNAc) (Fig. 1*E*). To extend this observation, we also tested tetra LacNAc [Gal β-1,4 GlcNAc β-1,3-]_4_ to determine if either β-linkage between these sugars could be hydrolyzed by *Hm* in an endo- or exocatalytic fashion. Growth profiles for LacNAc again showed a small initial growth phase followed by a slow increase in absorbance, whereas no growth on tetra LacNAc was observed (Fig. S4*B*). A subsequent TLC on supernatants showed that the LacNAc media–only control contained small amounts of contaminating monomeric GlcNAc, and the *Hm* supernatant appeared to contain a “precipitate.” Thus, we conclude that the residual GlcNAc likely drives the initial growth, and the precipitate results in a slow increase in absorbance over time (Fig. S4*C*). Overall, these data further support our conclusion that *Hm* is adept at targeting terminal α-linked GalNAc and GlcNAc residues from gMO but not Fuc or β-linked Gal.

### Metabolite analysis reveals acetate and butyrate as the major *Hm* fermentation products

Anaerobic gut bacteria produce short-chain fatty acids during carbohydrate fermentation that are absorbed in the large intestine and can have beneficial impacts directly in the colon and throughout the body. Thus, we set out to determine *Hm*’s fermentation profile after growth on cellobiose, GalNAc, GlcNAc, and gMO. After normalizing to media-only controls and an absorbance of 1.0 at 600 nm, the most abundant metabolites detected were acetate, butyrate, and lactate (Fig. 6, *A*–*D* and Table S10). Other fatty acids, including hexanoate, valerate, isovalerate, propionate, heptanoate, 2-methyl butyrate, 4-methyl pentanoate, and isobutyrate, were only observed in trace amounts or not detected regardless of growth substrate (Fig. 6, *E*–*L*). Although many bacteria in the intestine produce acetate, butyrate production is more restricted, with only an estimated 20% to 30% of human gut bacteria, mostly from the Firmicutes phylum, containing known pathways to produce butyrate (79). Butyrate production from the fermentation of mucin or mucin-like glycans, like human milk oligosaccharides, is also uncommon (80). Here, we present a newly identified Gram-positive micro-organism capable of contributing to the overall butyrate pool *via* mucin glycan metabolism.

**Figure 6:**
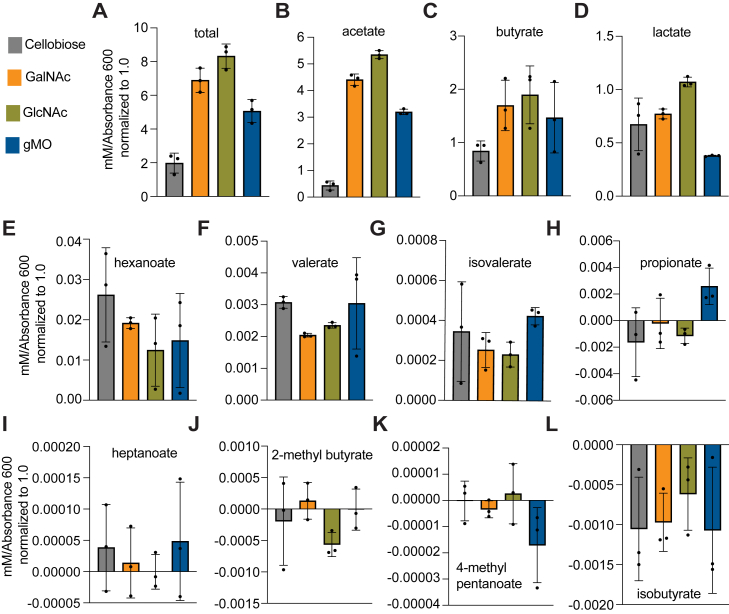
**Metabolite analysis shows butyrate production from *Hm* fermentation.** SCFA analysis for cultures grown using cellobiose, GalNAc, GlcNAc, or gMO as the sole carbon source and represented in descending total concentrations detected as *A-L*. SCFA concentrations in culture supernatants were normalized to an optical density of 1.0 at an absorbance of 600 nm. Error bars represent the SDM (n = 3). gMO, gastric mucin *O*-glycan; *Hm*, *Hoskinsella mucinilytica*; SCFA, short-chain fatty acid.

### *Hm* prevalence is low in human stool surveys

*Hm* was only recently isolated (60). To determine *Hm* presence within and across individuals, we searched multiple databases. A National Center for Biotechnology Information (NCBI) nucleotide BLAST at the time of isolation revealed that the only matching hit with >97% near full-length 16S rRNA gene identity was in a culture-independent mucosal biopsy clone library from a patient with IBD (NCBI GenBank accession ID: EF071180.1). Close relatives of *Hm* also seem to be uncommon in sequence-based human stool microbiota surveys. In a search against the 16S rRNA V4 region of 1817 IBD stool samples, only 0.17% (3/1817) of samples contained matching sequences (81). Further searches against samples from the Personalised Responses to Dietary Composition Trial (PREDICT 1) (82) and an introductory biology laboratory course at the University of Michigan (55, 83) also revealed that *Hm* is low in both prevalence and abundance when present, in these samples (Table 1). As a control comparison, we used the same method to search for exact matches for two well-studied mucin-degrading bacteria, *B. thetaiotaomicron* and *A. muciniphila*, revealing that they are both higher in abundance and prevalence: *B. thetaiotaomicron* was on average 248-fold more prevalent and 463-fold more abundant in these two databases; *A. muciniphila* was on average 102-fold more prevalent and 569-fold more abundant in these two databases. Although the abundance of *Hm* within feces-based microbiota composition surveys is apparently low, there may be mucin-associated niches that are difficult to sample or that are not well represented in stool-based surveys. Further work is required to illuminate the contributions of potentially low-abundance microbes, such as *Hm*, especially those involved in host mucin degradation, and how their presence affects other members of the microbiota.

**Table 1:** Prevalence and abundance of 16s rRNA gene V4 region Amplicon Sequence Variant sequences of three mucin-degrading bacteria in human fecal samples

Bacterial species	Database	Samples present	Total samples	% Positive	% Abundance (when positive)
*Akkermansia muciniphila*	Bio 173	1954	6292	31.06	0.502
*Akkermansia muciniphila*	Predict	743	1098	67.67	0.461
*Bacteroides thetaiotaomicron*	Bio 173	5269	6292	83.74	0.670
*Bacteroides thetaiotaomicron*	Predict	1017	1098	92.62	0.315
*Hoskinsella mucinilytica*	Bio 173	12	6292	0.19	0.013
*Hoskinsella mucinilytica*	Predict	18	1098	1.64	0.00036

## Discussion

One element that contributes profoundly toward shaping the composition of each individual’s microbiota is nutrient acquisition from the host and dietary carbohydrates. While diet is a dynamic feature, the consistently secreted host mucin glycoproteins along the GI tract create a more continuously present carbon source. Several studies have investigated bacterial regulatory and enzymatic strategies to utilize mucin, and it is becoming apparent that individual bacteria have evolved to access components of this complex glycoprotein differently. Some species tightly regulate expression of the enzymes involved, whereas others constitutively produce them, and some species secrete the enzymes involved, whereas others retain them on the cell surface or in the periplasm (16, 17, 25, 38, 84). Some species discard the carbon-rich sugar NeuNAc, whereas others modify it during cleavage from the *O*-glycan terminus so it becomes unavailable to other species (29, 65, 85, 86). Our culture-based approach identified a novel butyrate-producing Gram-positive bacterium, *Hm*, capable of growth on both intact gastric mucin and its associated glycans. Interestingly, this isolate is only capable of exploiting the α-linked *N*-acetylhexosamine sugars, GalNAc and GlcNAc, and concordantly employs a limited assemblage of mucin-degrading CAZymes. Since *Hm* is adept at removing these sugars, even on intact PGM, the remaining pruned gastric mucin oligosaccharides may alter the way other bacteria interact with these modified mucins either as nutrient sources or physical interactions (*e.g*., binding to the modified terminal sugars).

Together, our results add to a growing ensemble of studies into how mucins can be foraged by bacteria in the human GI tract and the genes involved. The *Bacteroides* species employ dozens of discrete genetic loci called polysaccharide utilization loci to target gMOs, and *A. muciniphila* contains mucin utilization loci. Both species’ gene clusters encode protein complexes to transport products *via* TonB-dependent transporters (25, 33). Although *B. thetaiotaomicron* has evolved to use gMOs, most or all the >10 nonmucin polysaccharides it can use are preferred energy sources over *O*-glycans (87) and it is poorly equipped to use intact mucin glycoprotein (16). Other *Bacteroides*, including *Bacteroides fragilis* and *Bacteroides massiliensis*, which have restricted fiber metabolism profiles compared with *B. thetaiotaomicron*, can have variable and even reciprocal preferences for using gMOs (26). This leads to the idea that some species, notably *Akkermansia mucinphila*, have evolved as glycan specialists and have become highly efficient at degrading mucin glycoprotein, even to the core GalNAc attached to the mucin polypeptide (17). At least two *Ruminococcus* species (*R. torques* and *R. gnavus*) are also capable of degrading intact MUC2 (16, 46). *R. gnavus* encodes a sialidase that modifies NeuNAc during cleavage so that it is unavailable to other species and imports the modified sugar *via* ABC transporters (86). The closely related *R. torques* constitutively secretes a repertoire of ∼20 mucin-degrading enzymes into its surrounding environment (16, 29). Studies on mucin-degrading *Bifidobacterium* species have shown that they can utilize a variety of adhesins to target mucins in addition to CBM domains (88). While these examples are not an exhaustive list, it is important to note that each bacterial species exhibits some amount of novelty in its substrate range, gene regulation, or catalytic approach (including the breadth of mucin-degrading enzymes it possesses). In this study, we provide insight into how *Hm*, a mucin specialist in the human gut microbiota, may persist by only deploying a small set of mucin-degrading enzymes that allow it to harvest exposed *N*-acetylhexosamines from a particular source of mucins (gastric and not colonic).

Pioneering studies on the gut microbiota by Cromwell and Hoskins (89), Hoskins and Boulding (90), and Salyers *et al.* (91, 92) laid the foundation for studies that untangle the molecular connections between diet- and host-derived nutrients and gut bacteria that use them, sometimes in a host genotype–specific fashion. The nutrient-niche hypothesis formulated by Rolf Freter *et al.* proposed “that each of the several hundred bacterial species which comprise the intestinal ecosystem is controlled by one or a few nutritional substrates which this strain can utilize most efficiently in the presence of H_2_S and at the conditions of pH and anaerobiosis prevailing in the intestine” (93, 94). Although these concepts continue to be built upon today (23, 95) and include other factors, such as secondary metabolites (96, 97), a fundamental element is that the abundance of each bacterial species’ key nutrient may set the carrying capacity for that species. Thus, the low abundance of *Hm* in the datasets analyzed may be attributable to its preferential use of gastric mucins, which might either lead to its niche being located in more proximal areas of the GI tract in which the microbiota exists (*e.g*., ileum instead of distal colon) that receive shed gastric mucins or by smaller amounts of these mucins entering its niche. Moreover, the genotype of fecal donors may be a limiting factor in determining a species presence, especially for mucin glycan specialists only capable of targeting terminal monosaccharide residues presented as a specific blood group. Any of these features or a combination of them could reduce detection in stool-based surveys because *Hm* numbers would be reduced in its native niche and possibly diluted during colonic transit. Ultimately, the restricted use of GlcNAc and GalNAc from only gastric mucins may limit the ability of *Hm* to expand to other niches, along the intestines or to new hosts.

As deeper collections of gut bacterial isolates are created and novel species are cultivated, we gain a better understanding of not only the diversity of microorganisms that reside within the human gut but also the determinants of how they flourish. Defining whether new organisms, such as *Hm*, play a role in affecting how the niches are shaped within the mammalian gut requires further investigation. It will be fundamental for future studies to examine whether specific bacterial strains are capable of creating microbiota-modified carbohydrates that may affect carbon sequestration or the regulatory signals (*i.e*., modified *O*-glycans) of other gut bacteria.

## Experimental procedures

### Bacterial growth and high-throughput phenotypic assays

All growths were performed in a Coy anaerobic chamber at 37 °C with an atmosphere of 85% N_2_, 10% H_2_, and 5% CO_2_. *Hm* was isolated from a healthy human fecal sample by enriching in a custom chopped meat broth prior to streaking 10 μl onto a depleted media agar plate containing 1% PGM to isolate colonies (98). An individual colony was thrice streaked onto brain heart infusion agar plates supplemented with 10% defibrinated horse blood (Quad Five) to ensure purity prior to growing a single colony in chopped meat broth. However, further testing determined that Gifu anaerobic agar (HIMEDIA) plates provided the best rich media growth. Phenotypic growth measurements were performed as previously described using a BioStack 2WR Plate Stacker coupled to a Powerwave HT spectrophotometer (BioTek) with 200 μl cultures in 96-well clear flat-bottom plates (Costar) in a depleted medium with most substrates sourced from Sigma and Megazyme (56, 62). The custom mucin substrates, PGM, gMO, cMO, and cMUC2, were prepared as previously described (16) whereas bovine submaxillary mucin (Sigma), *N*-acetylmuramic acid (Sigma), and LacNAc (Carbosynth) were sourced from respective suppliers. The mu maximum growth rates of *Hm* on different substrates were measured using the “Estimation of Growth Rates with Package growth rates” as described by Thomas Petzoldt (https://tpetzoldt.github.io/growthrates/doc/Introduction.html). See Table S1 for all substrates tested, total growth yields, and rates.

### RNA extraction and RNA-Seq

For RNA-Seq experiments, cells were grown to midlog phase on respective substrates and centrifuged to pellet bacteria. Cell pellets were resuspended in 1 ml RNA Protect Bacteria Reagent (Qiagen) and transferred to a 2 ml screw cap tube. After incubating for 5 min at room temperature, cells were centrifuged at 7000*g* for 10 min at room temperature, supernatants were decanted, and stored at −80 °C. Cell pellets were thawed on ice, ∼200 μl worth acid washed glass beads (Sigma), 500 μl buffer A (200 mM NaCl, 200 mM Tris, 20 mM EDTA, pH 8.0), 210 μl 20% SDS, and 500 μl phenol:chloroform:isoamyl alcohol (IAA) (125:24:1; pH 4.5) were added to each tube and bead beated for 3 min. Tubes were centrifuged for 3 min at 18,000*g* at 4 °C, and the aqueous phase was removed into a new RNase-free tube. Another 500 μl phenol:chloroform:IAA was added, mixed, and centrifuged as above. The aqueous phase was removed, 0.1 volume of 3 M sodium acetate (pH 5.5) and 600 μl cold 100% isopropanol were added and mixed by inversion. After precipitating at −80 °C for 20 min, RNA was pelleted by centrifuging at 18,000*g* for 20 min at 4 °C. Supernatants were discarded, and RNA pellets were washed with 70% isopropanol prior to centrifuging at 18,000*g* for 5 min at 4 °C. Supernatants were discarded, and pellets were dried at room temperature before resuspending in 86 μl nuclease-free water. RNA was subjected to DNaseI treatment (New England Biolabs) with 4 μl prior to reprecipitating and pelleting of RNA as above. Finally, RNA pellets were washed with 1.3 ml 70% isopropanol, air-dried, and resuspended in 50 μl RNase-free water. Total RNA was quantified using Qubit 2.0 (Invitrogen).

To ensure a DNA-free RNA extraction that would be successful for RNA-Seq, qPCR was performed on all RNA samples using a standard curve of genomic DNA and 16S rDNA gene-specific primers. All samples contained <0.5 ng/μl of genomic DNA, were subjected to rRNA depletion, and residual mRNA was quality controlled and converted to sequencing libraries at either the University of Michigan Advanced Genomics Core using an Illumina Novaseq 6000 or SeqCenter using an Illumina Novaseq X. Barcoded data were demultiplexed and analyzed using Arraystar software (DNASTAR, Inc) using RPKM normalization with default parameters. Gene expression during growth on each substrate was compared against all other substrates. Genes that were significantly upregulated or downregulated were determined as those with an average fold change >5-fold and a *p* value <0.05 (Student’s *t* test with Benjamini–Hochberg correction for false discovery).

### Recombinant enzyme expression and activity assays

A 1 ml aliquot of overnight-grown *Hm* cells was pelleted, and DNA was extracted using the DNEasy Blood and Tissue kit (Qiagen) with the optional Gram-positive step. Purified DNA was quantified on a Nanodrop (Thermo) prior to PCR. DNA primers were designed to produce an amplicon spanning the start codon for the GH4 (no signal peptide) and the next codon after the predicted signal peptide cleavage site for the GH31_18, GH36, and GH89 to the next-to-last codon (a stop codon is included in the vector below). PCR was performed using Phusion High-Fidelity DNA Polymerase (Thermo) according to the manufacturer’s protocol.

A gel-extracted, column-purified PCR product for each respective enzyme was ligated into the pETite vector containing a C-terminal His_6_ tag (Lucigen) and transformed into HI-Control 10G cells. After a 1 h recovery in LB broth at 37 °C, cells were plated onto LB plates with kanamycin (30 μg/ml) overnight at 37 °C. The DNA sequence fidelity was confirmed prior to transformation into TUNER *Escherichia coli* cells and plated onto LB with kanamycin. A single colony was picked into LB broth with kanamycin and incubated at 37 °C overnight. A 1 l flask of Terrific broth was inoculated with 10 ml of stationary phase culture and incubated at 37 °C with shaking at 200 rpm until midlog (absorbance of 0.6 at 600 nm) when it was induced with 0.2 mM final IPTG. Enzymes were expressed with 200 rpm shaking at 16 °C overnight, then pelleted, and stored at −80 °C until purification.

Enzymes were purified by centrifuging sonicated cells in Talon buffer (20 mM Tris, 300 mM NaCl, pH 8.0) at 8000*g* and purified on a HisPur Cobalt Resin (Thermo Scientific). Two separate elutions (4 ml [E1] and 4 ml [E2]) were performed and run on an SDS-PAGE gel to verify expression/purification. Soluble, expressed proteins were dialyzed overnight using a 3.5 KDa membrane in Talon buffer.

The purified mucin oligo substrates used in the enzyme or growth assays were sourced from Elicityl (blood group A, blood group B, and tetra LacNAc), extra (Tn antigen and Gal α-1,4 Gal β-1,4 GlcNAc), Carbosynth (LacNAc and Lacto-N-biose), and Sigma (fetuin). The GH4 activity assays were performed in 50 mM Tris buffer (pH 8.0) containing variable amounts of NAD, MnCl_2_, and DTT, as GH4 enzymes have been shown to require these cofactors, with 1 μM of enzyme and incubated overnight at 37°C. The GH family 31, 36, and 89 gMO and PGM reactions (200 μl) contained final concentrations of 1 μM enzyme, 1% substrate, and 50 mM Tris (pH 8.0), and were incubated overnight at 37 °C. Oligosaccharide (blood group A, B, fetuin, and Tn antigen) activity screens for the GH31_18 and 36 were performed in 10 μl reactions with the following final concentrations: 2 μM enzyme, 2 mM substrate, and 50 mM Na_2_PO_4_ buffer (pH 7.0) with overnight incubation at 37 °C. Assays were heat inactivated and subjected to TLC to check for enzymatic activity as previously reported (16). All *p*NP assays were performed in 100 μl reactions with final concentrations of 1 μM enzyme, 1 mM of individual *p*NP substrate, and 100 mM Tris (pH 8.0). Endpoint (24 h) readings of 1:4 diluted samples (to obtain in values under saturation) were obtained in optically clear, flat-bottom, 96-well plates (Costar) at 405 nm using a Synergy plate reader (Biotek).

HPAEC-PAD (Dionex ICS-6000 HPIC System; Thermo Scientific) was performed on 1:10 diluted samples in water using a CarboPac PA100 column (Thermo Scientific) as previously reported (16). Buffers included buffer A (100 mM NaOH), buffer B (100 mM NaOH and 500 mM sodium acetate), and buffer C (water). Data were analyzed in Chromeleon Chromatography Data System Software (Thermo Fisher) and exported for visualization in GraphPad Prism (GraphPad).

### Periodic acid Schiff–stained gels

Cultures were mixed (3:1) with Laemmli buffer and incubated at 98 °C for 10 min prior to electrophoresis on a 4% to 12% gradient PAGE Gel (Invitrogen NuPAGE) for 60 min at 180 V. The following was performed with shaking: The gel was fixed in 50% methanol for 30 min and rinsed three times in 5% acetic acid for 10 min each. Next, the gel was added to 0.7% periodic acid in 5% acetic acid for 3 h and then rinsed three times in 5% acetic acid for 5 min each. Finally, the gel was incubated in Schiff stain (Sigma) overnight and imaged the next day.

### qPCR on *Hm* GH13_29 gene

*Hm* was grown in triplicate on GlcNAc as a sole carbon source (absorbance values of ∼0.6 at 600 nm). Bacterial samples were washed in no-carbon media and transferred to minimal media containing respective carbon sources for 4 h. RNA was preserved with RNAProtect (Qiagen), and total cellular RNA was extracted using phenol:chloroform:IAA (125:24:1; pH 4.5), including DNAse treatment (New England Biolabs). Complementary DNA was synthesized using the SuperScript III Reverse Transcriptase kit (Invitrogen). Transcript measurement of UGRO018_01830^GH13_29^ was performed on a Bio-Rad CFX Connect Real-Time System using a homemade SYBR Green–based master mix (99). Transcript abundance in each sample was calculated using the ddCT method with 16S rRNA transcript normalization.

### Proteomics

After growing *Hm* in 25 ml of depleted medium -gMO (n = 2) to midlog, cells were centrifuged, washed in PBS, and frozen at −80 °C. Supernatants were filtered through a 0.22 μm filter and also stored at −80 °C. Both the cell pellet and supernatants were lyophilized prior to protein extraction.

Cell pellets were resuspended in 500 μl lysis buffer (4% SDS, 50 mM Tris, 10 mM DTT, pH 8.5), heated to 95 °C for 10 min, cooled to room temperature, and centrifuged for 2 min at 4000*g* to remove cell debris/unlysed cells. Ice-cold acetone was added at four volumes to one volume of retained supernatant and precipitated overnight at −20 °C. Proteins were centrifuged for 10 min at 4000*g*, and the resulting pellets were washed in 80% acetone prior to centrifuging at 17,000*g* for 10 min at 4 °C. Supernatants were removed, and the protein pellet allowed to air dry prior to resuspension in 75 μl of proteomics buffer (8 M urea, 50 mM Hepes, pH 8). Approximately 10 ml of freeze-dried supernatant solids were resuspended in 800 μl of water and added to 800 μl of PRMM solution (20% methanol, 0.05 mM pyrogallol red, 0.16 mM sodium molybdate, 1 mM sodium oxalate, 50 mM succinic acid, pH 2) and adjusted to ∼pH 3 using HCl and pH test strips. Resulting solutions were incubated at room temperature for 2 h and then 4 °C overnight. Tubes were centrifuged at 10,000*g* for 60 min at 4°C and washed in 500 μl ice-cold acetone. The centrifugation and acetone wash were repeated, and air-dried pellets were resuspended in 30 μl proteomics buffer (8 M urea, 50 mM Hepes, pH 8).

Cell and supernatant protein dilutions were run on a 4% to 12% Bis–Tris NuPAGE gel (Invitrogen) and subjected to silver staining (Invitrogen). Proteins were then submitted for Shotgun Proteomics (protein ID + 90 min LC–MS/MS analysis) at the University of Michigan Proteomics Resource Facility.

### Analysis of gastric mucin glycoprotein released gMOs using LC–electrospray ionization/MS

Released glycans were resuspended in water and analyzed by LC–electrospray ionization (ESI) tandem MS. The oligosaccharides were separated on a column (10 cm × 250 μm) packed in-house with 5 μm porous graphite particles (Hypercarb, Thermo-Hypersil). The oligosaccharides were injected onto the column and eluted with an acetonitrile gradient (buffer A, 10 mM ammonium bicarbonate; buffer B, 10 mM ammonium bicarbonate in 80% acetonitrile). The gradient (0–45% buffer B) was eluted for 46 min, followed by a wash step with 100% buffer B, and equilibrated with buffer A in next 24 min. A 40 cm × 50 μm i.d. fused silica capillary was used as a transfer line to the ion source. The samples were analyzed in negative ion mode on a LTQ linear ion trap mass spectrometer (Thermo Electron), with an IonMax standard ESI source equipped with a stainless steel needle kept at −3.5 kV. Compressed air was used as a nebulizer gas. The heated capillary was kept at 270 °C, and the capillary voltage was −50 kV. Full scan (*m/z* 380–2000, two microscans, maximum 100 ms, target value of 30,000) was performed, followed by data-dependent MS^2^ scans (two microscans, maximum 100 ms, target value of 10,000) with normalized collision energy of 35%, isolation window of 2.5 units, activation *q* = 0.25 and activation time = 30 ms). The threshold for MS^2^ was set to 300 counts. Data acquisition and processing were conducted with Xcalibur software (version 2.0.7; Thermo Scientific). Glycan structures were visualized in Figure 3 using GlycoGlyph (https://glycotoolkit.com/Tools/GlycoGlyph/).

### Volatile fatty acid measurements

A 1 ml aliquot of gMO, GalNAc, GlcNAc, and cellobiose grown cultures was centrifuged at 10,000*g* for 1 min to pellet cells and passed through a 0.22 μm filter to remove any remaining debris. Supernatants were quantified for fatty acid content using a previously described method (100) at the Michigan Regional Comprehensive Metabolomics Resource Core.

## Data availability

Genome sequence read data can be accessed through the National Institutes of Health NCBI database, NCBI Bioproject: PRJNA1125895 (16S rRNA, PP944848). All RNA-Seq data can be accessed at the NCBI Gene Expression Omnibus database under GSE267699 with samples GSM8273269–83. The MS proteomics data have been deposited to the ProteomeXchange Consortium *via* the PRIDE (101) partner repository with the dataset identifier PXD056157. LC–ESI/MS data from gMO before and after growth by *Hm* are deposited in GlycoPOST https://glycopost.glycosmos.org/preview/10224120786810b294cb9fe (PIN: 5670). All gene expression, proteomic, and MS data graphed in the figures is provided in the associated supporting tables.

## Supporting information

This article contains supporting information.

## Conflict of interest

N. A. P. is a research specialist in the Martens Laboratory at the University of Michigan. The research focuses on understanding the mechanisms that members of the human gut microbiota employ to depolymerize complex carbohydrates and the regulatory circuits involved in nutrient acquisition strategies. The love of science of N.A.P. does not fade away; thanks in part to the Grateful Dead and discovering the wonders of nature. All other authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: The butyrate-producing Gram-positive human gut bacterium, Hoskinsella mucinilytica, selectively targets host mucin N-acetylhexosamines[image]
**Source:** J Biol Chem. 2026 Mar 17;302(5):111371. doi: 10.1016/j.jbc.2026.111371
**Supplement:** Supporting Information

Supplemental Figures

Supplemental Figure 1

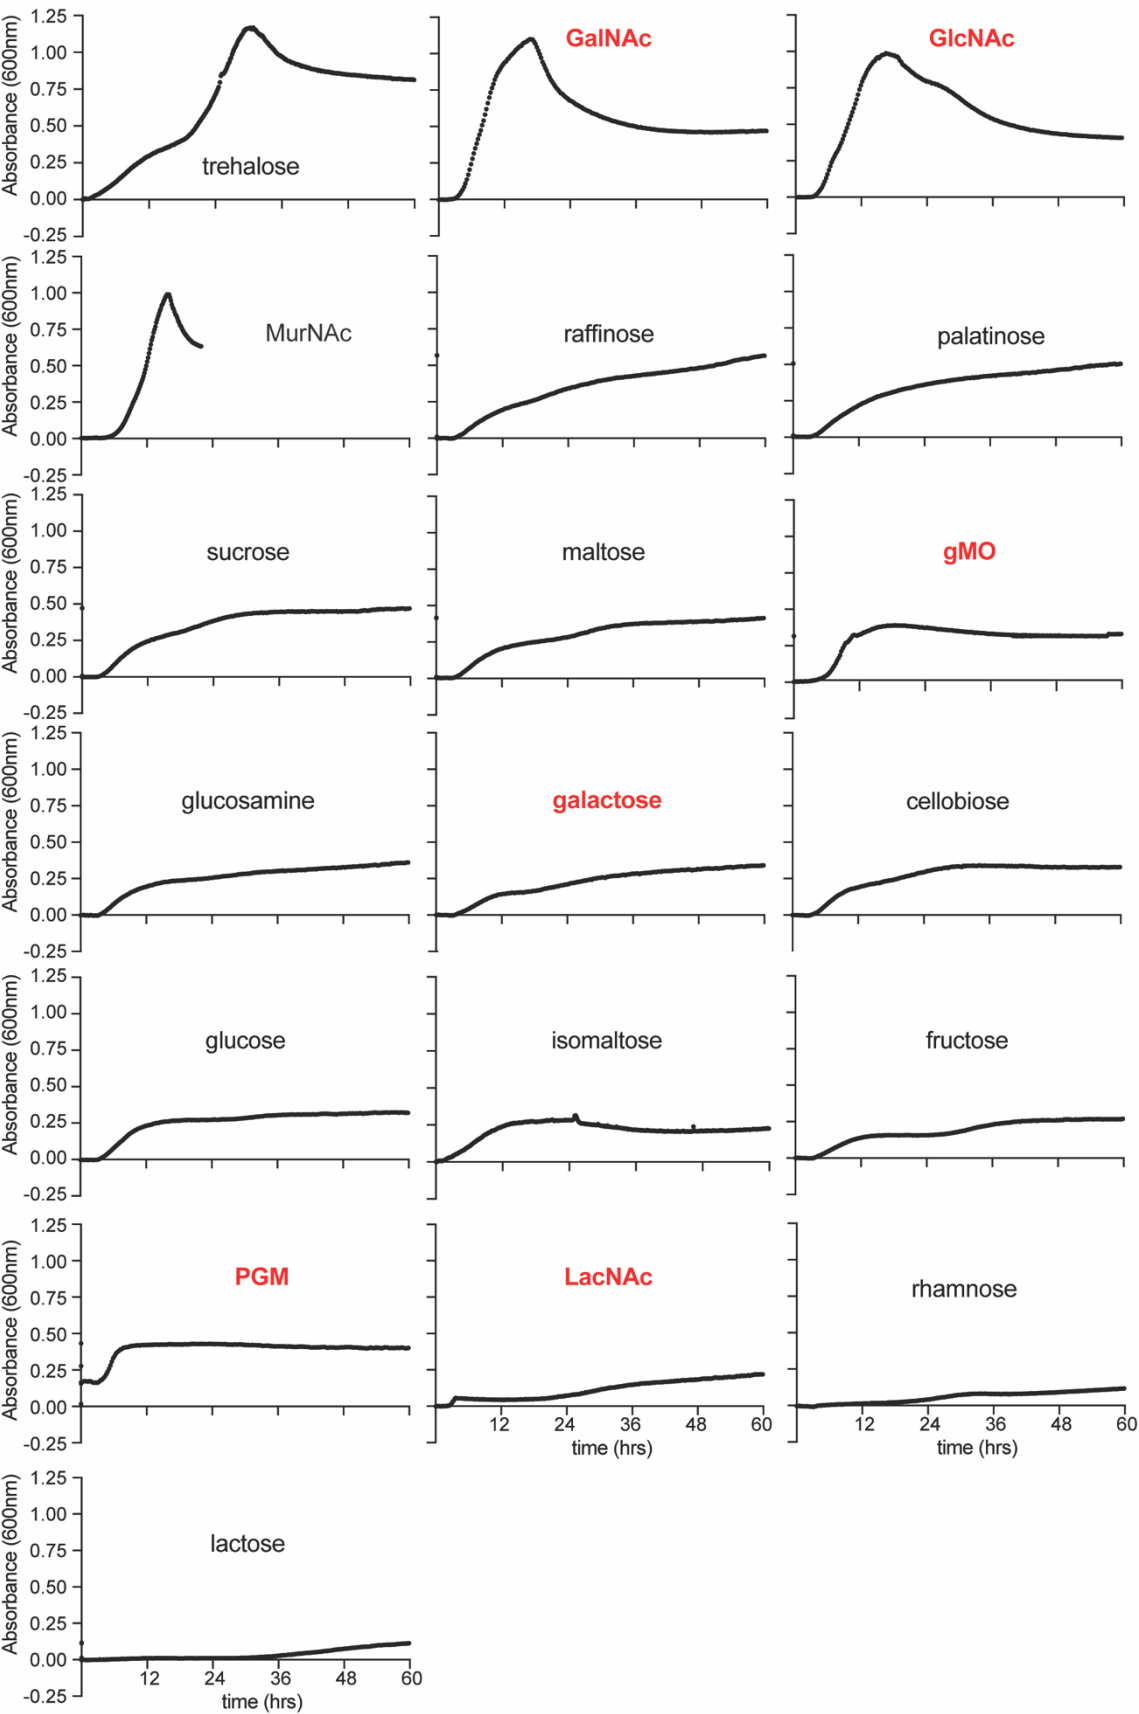

Supplemental Figure 1. Growth profiles over time for carbon sources that *Hm* is capable of growing on to an absorbance (600nm) >0.1 when compared to a water control n=6 except LacNAc (n=3). Red text indicates mucin glycans or mono- or di-saccharides found in mucins.

A.

B.

C. GH4 (UGRO018_00760)

	1	2	3	4	5	6	7	8	9	10	11	12	13	14	15
Tris-gMO	+	+	+	+	+	+	+	+	+	+	+	+	+	+	+
NAD	+	+	-	-	+	+	+	+	+	+	+	+	+	+	+
Mn	+	+	-	-	+	+	+	+	+	+	+	+	+	+	+
DTT	-	-	-	-	+	+	+	+	+	+	+	+	+	+	+
Enzyme	-	+	-	+	-	+	-	+	-	+	-	+	-	+	+

Gal Gal Glc Fuc Neu
NAc NAc NAc NAc

Supplemental Figure 2. (A.) A venn diagram showing significantly up-regulated genes when grown in GalNAc, GlcNAc and gMO. Significance thresholds include having a fold-change >5-fold with a p -value <0.05. **(B.)** A venn diagram showing significantly down-regulated genes when grown in GalNAc, GlcNAc and gMO. Significance thresholds include having a fold-change <5-fold with a p -value <0.05. **(C.)** TLC of the recombinantly expressed gMO-responsive UGRO018_00760^{GH4} enzyme after incubation overnight with gMO. **(D.)** TLC of the recombinantly expressed gMO-responsive UGRO018_00760^{GH4} enzyme after incubation overnight with purified mucin substrates. Respective substrate structures are shown below each condition. **(E.)** A venn diagram showing significantly up-regulated genes when grown in GalNAc, GlcNAc and gMO compared to cellobiose. Significance thresholds include having a fold-change >5-fold with a p -value <0.05. **(F.)** A venn diagram showing significantly down-regulated genes when grown in GalNAc, GlcNAc and gMO compared to cellobiose. Significance thresholds include having a fold-change <5-fold with a p -value <0.05. **(G.)** Gene architecture of a locus containing a YhfC family protease that is upregulated only in the presence of gMO and not GalNAc or GlcNAc when compared to cellobiose. **(H.)** Periodic Acid Schiff (PAS) stained PAGE gel of cultures of *Hm* grown on cMUC2. **(I.)** PAS stained PAGE gel of cultures of *Hm* grown on rich media (chopped meat broth; CMB) containing GlcNAc but not mucin glycoprotein or PGM. Prominent banding in supernatants from *Hm* cells grown in CMB (^) appears to have a similar banding pattern as in PGM (*) lanes implying *Hm* cell-associated proteins are being visualized and the YhfC protease does not demonstrate noticeable PGM glycoprotein degradation. Select molecular weight markers are labeled for panels H., I.

Supplemental Figure 3.

A.

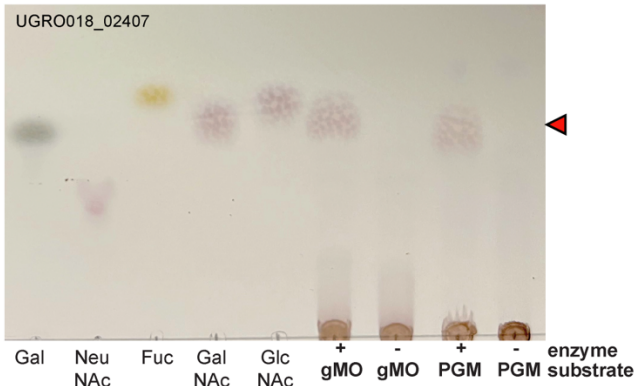

B.

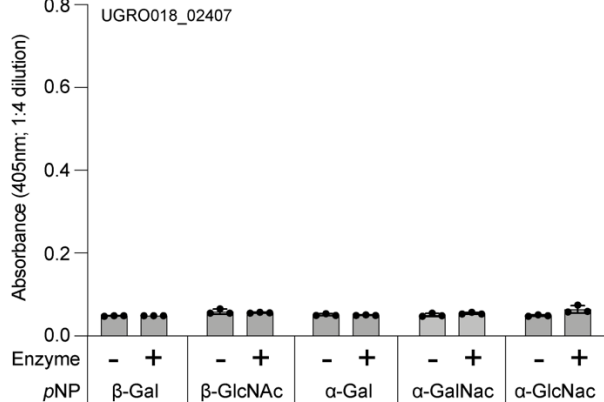

C.

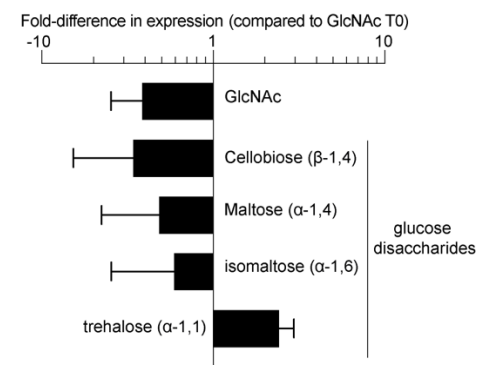

D.

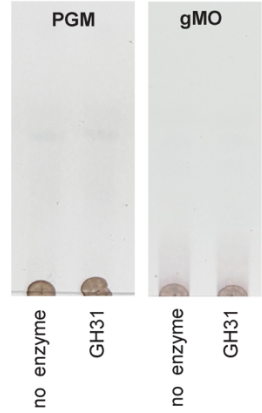

E.

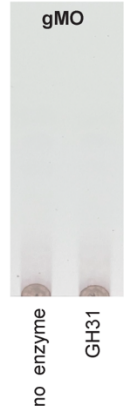

F.

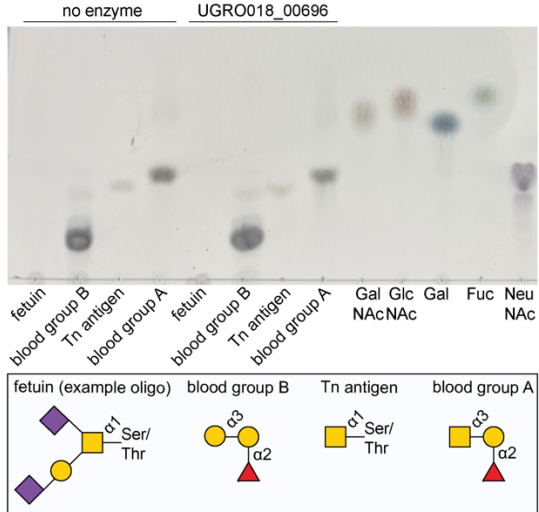

G.

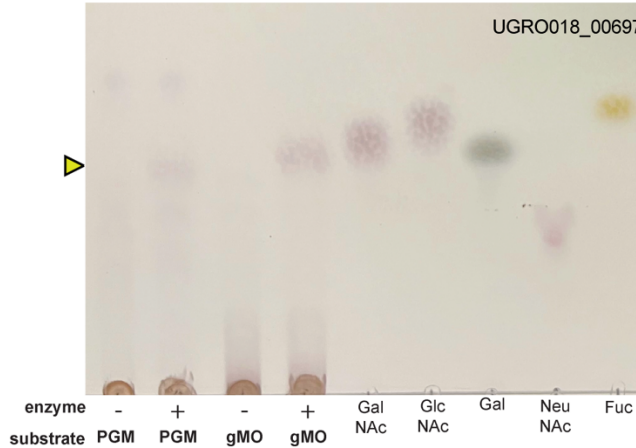

H.

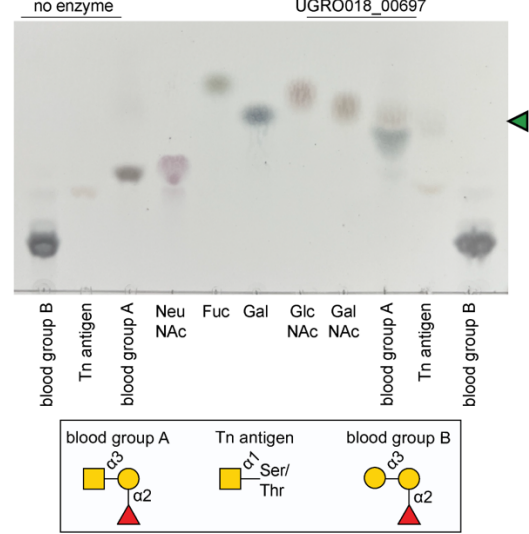

Supplemental Figure 3. (A.) TLC experiment in which recombinantly expressed UGRO018_02407^{GH89} was incubated with gMO and PGM substrates. The red arrow indicates release of GlcNAc in the presence of the enzyme. **(B.)** Endpoint readings at 405nm of overnight incubations with *p*-Nitrophenyl substrates incubated with recombinantly expressed UGRO018_02407^{GH89} enzyme (overnight reactions were diluted 1:4 before reading). **(C.)** Transcript responses by UGRO018_01830^{GH13_29} when grown in GlcNAc to mid-exponential phase before harvesting a subset of cells (Ab₆₀₀ at ~0.6; timepoint 0; T₀) and transferring the remaining cells to medium containing glucose disaccharides (trehalose, cellobiose, maltose, isomaltose; linkages in parentheses) individually, as well as medium containing GlcNAc as a control. After transfer, cells were allowed to incubate for 4hrs before harvesting and measuring UGRO018_01830^{GH13_29} expression. Compared to expression at T₀, all substrates including GlcNAc, exhibited similar UGRO018_01830^{GH13_29} transcript levels apart from trehalose. It does not appear that cellobiose elicits repression of UGRO018_01830^{GH13_29}, at least with respect to GlcNAc and trehalose appears to be an activating signal. Values are the mean ± standard deviation of n=3. **(D.)** TLC of recombinantly expressed UGRO018_00696^{GH31_18} incubated with PGM. **(E.)** TLC of recombinantly expressed UGRO018_00696^{GH31_18} incubated with gMO. **(F.)** TLC of the recombinantly expressed UGRO018_00696^{GH31_18} enzyme after incubation overnight with purified mucin substrates. Respective substrate glycobiological structures are shown below tested conditions. **(G.)** TLC of recombinantly expressed UGRO018_00697^{GH36} incubated with PGM and gMO substrates. The yellow arrow indicates release of GalNAc with the addition of enzyme. **(H.)** TLC of the recombinantly expressed UGRO018_00697^{GH36} enzyme after incubation overnight with purified mucin substrates. Substrate structures are shown below tested conditions. The green arrow indicates release of GalNAc from blood group A and Tn Antigen. Data images shown in panels 3A and 3G are from the same TLC experiment and therefore the three sugar standards (Gal, NeuNAC, Fuc) are from an identical image.

Supplemental Figure 4.

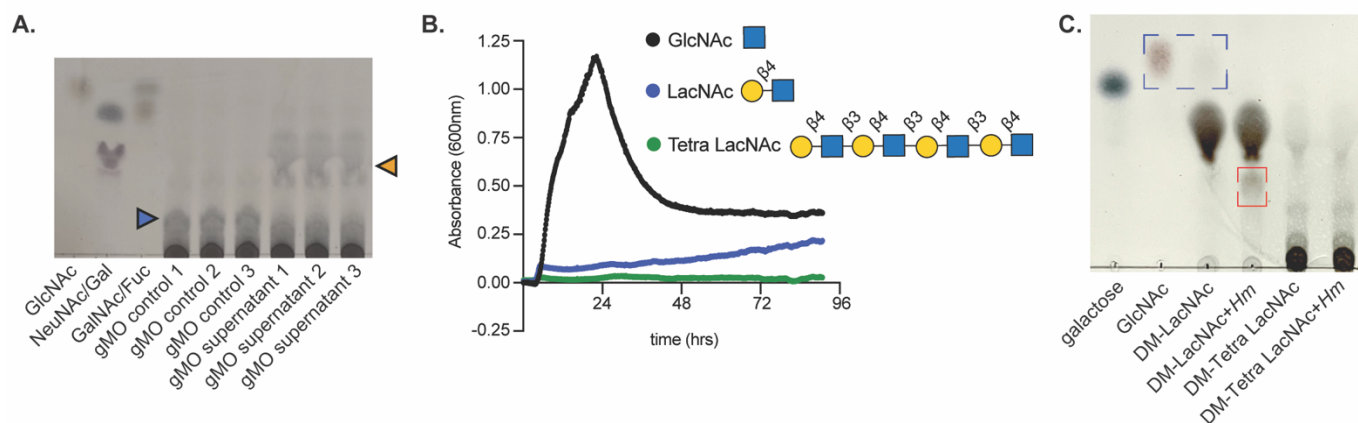

Supplemental Figure 4. (A.) TLC of media containing gMO and the supernatants from gMO-grown *Hm* cultures. The blue arrow indicates the disappearance of higher molecular weight *O*-glycans and the orange arrow indicates appearance of new glycan structures that suggest partial degradation by *Hm*. **(B.)** Growth curves of *Hm* grown on media containing 0.5% GlcNAc, LacNAc and Tetra LacNAc. **(C.)** TLC plate from the culture supernatants in panel B showing no degradation of LacNAc or Tetra LacNAc substrates. The blue box indicates apparent contamination of GlcNAc in the LacNAc, likely responsible for initial growth in the first few hours and the red box indicates the possible precipitate formed causing the increase in optical density after 24 hrs.

How the deposited data were processed for this re-analysis (not part of the article)

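RNA-Seq of *Hm* strain UGRO018_0423 came as 1 table of 3512 genes and 1 annotated draft genome. The 15 samples were grouped by the carbon source in their labels, with 4 cultures on cellobiose, 3 on GalNAc, 3 on GlcNAc and 5 on gMO. No sample was left out. The RPKM values were made by the authors, who sequenced rRNA-depleted libraries and read them in Arraystar (DNASTAR) with RPKM normalization at default settings, and deposited 1 value per gene and group, into which the libraries of a group are combined. How they are combined, and the aligner, are not given in the sources used here. The score values are the authors' fold changes, deposited as the signed ratio of both group RPKM values, with ratios below 1 written as the negative inverse. All 21072 of them lie within 2% of the ratio of the group columns. The p-values were made by the authors with Student's t test and Benjamini-Hochberg correction in Arraystar, as the methods state. The genome file is the authors' prokka annotation with the contig sequences. The table holds neither read counts nor values of single libraries, so depth per sample and the precision it gives are not known.

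Before the data were examined, the plan was a moderated linear model (limma) on log2(RPKM + 1) of all 15 libraries with Benjamini-Hochberg adjusted p at most 0.05 and a fold of at least 5. That model needs values per library and could not be fitted. In its place a gene was called when the fold of the group values after adding 1 RPKM was at least 5 and the authors' p-value was at most 0.05, with no filter on low values. The same lack ruled out the paper's t test, an unadjusted p, adjustment over a gene list alone, set tests (camera and fry), leaving out libraries, a replicate block, fits on 2 groups alone, the median of the gMO libraries in place of their mean, a chance value with shared controls from simulated groups, and regrouping the samples at random. Alternatives set beforehand and run were 0.1 or 5 RPKM added, the plain ratio, only genes with a mean of at least 5 RPKM over the 4 group values (in place of the 15 libraries), and scaling of the groups to a common median ratio. Alternatives chosen after seeing the data were only genes of at least 400 bases, and log2 ratios centred on a running median of 200 genes of similar length or of similar GC content.

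The genes to name were set beforehand as those the paper names by locus, the 7 genes of the protease locus, the 10 largest rises and falls among the called genes of each of 6 comparisons, called CAZymes, and called or example members of 22 gene lists. The part of that rule that asks for groups without overlap could not be applied, and values of the paper's tables had been seen when it was written. The lists were fixed as patterns on the annotation or as loci of Table S8. They cover mucin-active GHs, all CAZymes, GH1, glycosyltransferases, the protease locus, amino sugar catabolism, PTS of the GalNAc and mannose family, PTS of cellobiose and β-glucosides, butyrate synthesis, acetate, lactate and pyruvate metabolism, glycolysis, glycogen metabolism, ribosomal proteins, ATP synthases, purine synthesis, tryptophan synthesis, sporulation, chemotaxis and motility, chaperones and stress proteins, sulfatases, mobile elements, and rRNA and tRNA genes. The pattern of the last also catches some enzymes that act on tRNA. The median log2 fold change of a list was ranked among 10000 random lists matched for size over 20 bins of expression, which is a description of the group values and not a test over replicates. Gene length was not matched. In simulated data with independent genes, 5% of unchanged lists and 100% of lists shifted by 1 log2 unit reached percentile 95. In such data 98% of genes changed 8-fold stayed past 5-fold after centring on length. Genes of a real list can change together, which the simulated data leave out, so the 5% need not hold for the lists here. Sequence shared within the assembly was measured as the percentage of a gene's 50-base words found elsewhere on either strand. Runs of called neighbours were compared with 1000 random placements of the calls. Protein abundances are those of Table S8. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.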

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

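Of the tests here, the length trend and the library series for short genes, and both tests on missed p thresholds, were chosen after the result was seen. Patterns are weighed first, and the genes with the largest changes outside those the paper names follow.

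Genes shorter than 400 bases stood higher on GlcNAc than on cellobiose, with a median log2 ratio of 0.80 over 466 genes against 0.11 over 2598 longer ones. The 107 short genes with an annotated function other than a ribosomal protein exceeded longer ones by 0.665 (95% interval 0.387 to 0.914), the value that a length trend in library preparation may give whatever the gene's function. The 17 ribosomal protein genes of at least 400 bases exceeded other genes of that length by 0.641 (95% interval 0.464 to 0.882), which is consistent with more transcription of ribosomal protein genes on GlcNAc. Library series alone, with no effect of the sugar, also predict the cellobiose level of short genes in the median, with a median signed difference of -0.0880 (95% interval -0.181 to -0.0116). Misses in both directions cancel in this median, so it does not show that the level of each gene is predicted. The intervals in this paragraph come from resampled genes, which are not independent replicates. They do not measure a spread between cultures. None of these 3 explanations is argued against, and counts that rest on short genes stay open to each.

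Between GlcNAc and GalNAc, 411 genes differed. After centring on genes of similar length, 330 of the 411 called genes (80.3%) were still called the same way. After centring on GC content 335 (81.5%) were. A median shift shared by similar genes therefore does not account for most calls. That shift was small beside a 5-fold difference, with a median log2 ratio of 0.62 for genes shorter than 400 bases. Centring leaves in place any length or GC effect that differs from gene to gene, so such an effect stays open. The sugar and the library series cannot be told apart for these genes as a set, because both groups come from different series and the cellobiose levels predicted from the series alone missed by a median of 0.780 on the log2 scale, or 1.16 if group values are arithmetic means, a range that decides neither way. For 2 genes of the PTS locus, picked after their values were seen, the prediction missed by -4.37 (UGRO018_00586) and -0.85 (UGRO018_00584). An effect of the sugar on transcription remains as a hypothesis.

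Differences of at least 5-fold against cellobiose often miss the p threshold. In the authors' deposited table the share is 46.0% for gMO against cellobiose, with 5 and 4 libraries. It is 1.01% for GlcNAc against GalNAc, with 3 and 3, so the number of libraries alone does not order the shares. These comparisons also differ in how many genes have a p-value of at most 0.05 (524 and 2964). A Benjamini-Hochberg threshold is stricter where fewer genes pass, so the shares in this paragraph cannot single out a cause. A spread between library series inside the groups that combine them, cellobiose and gMO, stays open, since in the authors' deposited table the share for gMO is 1.29% against GalNAc, close to that without combined series, but 23.3% against GlcNAc. No biological explanation, such as cultures on cellobiose that varied, was tested, since values of single libraries are not available.

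In gMO against GlcNAc the largest rise outside the genes the paper names was that of UGRO018_00761 (log2 fold change 4.59) and the largest fall that of UGRO018_00402 (-3.54, 198 bases). In gMO against GalNAc these were UGRO018_01302 (9.14, a hypothetical gene of 96 bases with 2328 and 3.14 RPKM) and the PTS permease gene UGRO018_00584 (-8.08). In GlcNAc against GalNAc they were UGRO018_00950 (9.70, 174 bases) and UGRO018_00586 (-8.12). In GalNAc against cellobiose they were UGRO018_00586 (7.44) and the hypothetical gene UGRO018_02234 (-5.83). In GlcNAc against cellobiose they were UGRO018_00950 (5.95) and bglF UGRO018_02885 (-5.11), and in gMO against cellobiose again UGRO018_00950 (5.16) and UGRO018_02885 (-4.59).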

How the results depend on the processing

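No paired analysis was possible because the deposited table gives 1 value per group and none per library. For the same reason leaving out libraries, the paper's t test, an unadjusted p, fits on 2 groups alone and the median of the gMO libraries were not run, and no count tool was run because there are no counts. The depth is not known, so ratios between values near the floor of 0.043 RPKM cannot be given an error. Over the alternatives, 85 of 96 counts of called genes per comparison stayed within 1.5 times the reported count, and of 213 values of named genes 206 kept their direction and side of the threshold, 1 fell below it (UGRO018_01648 in gMO against GalNAc, log2 fold change 2.22 centred on length), 6 passed it and none changed direction. Genes lower on gMO than on GlcNAc (15) numbered 59 with 0.1 RPKM added, 6 with 5 RPKM, 66 by the plain ratio, 8 among genes with a mean of at least 5 RPKM and 9 among genes of at least 400 bases. By the plain ratio genes lower on gMO than on GalNAc (162) numbered 254, and with 5 RPKM added genes higher on GalNAc than on cellobiose (170) numbered 108. Among genes of at least 400 bases, chosen after seeing the data, genes higher on gMO than on GalNAc (256) numbered 159, on GlcNAc than on GalNAc (260) 154, on GlcNAc than on cellobiose (85) 35, on gMO than on cellobiose (44) 22, and on gMO alone (20) 12, a drop that their construction gives since short genes are left out. Among the CAZymes, 0.1 RPKM added and the plain ratio each gave 1 lower on gMO than on GlcNAc in place of 0, and 5 RPKM added gave 1 higher and 3 lower on gMO than on GalNAc and 1 lower on GalNAc than on cellobiose. Centring, chosen after seeing the data, gave 2 (length) and 3 (GC content) CAZymes higher on GlcNAc than on GalNAc in place of 1, 1 (GC content) lower on GalNAc than on cellobiose in place of 2, and 4 genes of the protease locus (GC content) higher on gMO than on GalNAc in place of 2. Apart from genes left out and ratios near the floor, the cause was not tested. The share of called genes that were higher moved by over 10 points in gMO against GlcNAc (58.3%, with 27.2% at 0.1 RPKM, 25.8% by the plain ratio, 76.0% at 5 RPKM and 72.4% at a mean of at least 5 RPKM), and among genes of at least 400 bases against cellobiose on GlcNAc (from 75.2% to 58.3%) and gMO (from 60.3% to 46.8%).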

Differences from the paper's values

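The paper gives 66 genes lower on gMO than on GlcNAc, and the value here is 15. Of the alternatives set before the data were examined, 0.1 RPKM added (59) and the plain ratio (66) come within 1.5 times of the paper's value, and 5 RPKM added (6), genes with a mean of at least 5 RPKM (8) and median scaling (15) do not. The paper gives 254 genes lower on gMO than on GalNAc, and the value here is 162. Within 1.5 times are 0.1 RPKM added (235) and the plain ratio (254), and not 5 RPKM added (108), genes with a mean of at least 5 RPKM (147) or median scaling (166). The thresholds of 5-fold and p at most 0.05 are those of the paper in each case. For GlcNAc against GalNAc the paper gives 195 genes higher on GlcNAc and 293 higher on GalNAc, and the values here are 260 and 151. For the genes higher on GalNAc none of the alternatives run comes within 1.5 times of the paper's value, with 183 at 0.1 RPKM added, 107 at 5 RPKM, 195 by the plain ratio and 155 with median scaling, and with genes of a mean of at least 5 RPKM also outside. In the direction as deposited, the plain ratio gives 294 genes higher on GlcNAc and 195 higher on GalNAc. The paper's counts come near these only with the paper's direction turned, as 293 on GlcNAc and 195 on GalNAc.

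The paper states that GH1 genes were upregulated on GlcNAc relative to GalNAc. The GH1 genes that pass here, UGRO018_00561, UGRO018_02883 and UGRO018_02884, have log2 fold changes (GlcNAc over GalNAc) of -2.32, -3.05 and -3.49, so each is higher on GalNAc. The paper counts a further GH1 and a CE4 among the CAZymes upregulated on GalNAc relative to cellobiose. UGRO018_00291 (GH1) and UGRO018_01405 (CE4) pass by the plain ratio and not after adding 1 RPKM, while UGRO018_00561 and UGRO018_01849 (both GH1), UGRO018_02407 and UGRO018_01830 pass in both. The genes upregulated on all 3 substrates are 6 here, and by the plain ratio UGRO018_00834, UGRO018_01544 and UGRO018_01837 join them.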

Other observations

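On contig 13 (16753 to 22348) a locus annotated as an oligopeptide importer was higher on GalNAc than on gMO in all 5 genes. Its binding protein gene dppE UGRO018_01207 had 7507 RPKM on GalNAc, 926 on cellobiose, 438 on GlcNAc and 407 on gMO, and passed on GalNAc against each. The permease gene oppB UGRO018_01208 was 11.7-fold higher than on cellobiose. On contig 11 (28825 to 33648) a PTS locus with sorB UGRO018_01048 (11.6-fold higher on GalNAc than on GlcNAc), the mannose-6-phosphate isomerase gene manA UGRO018_01050 (5.08-fold) and mtlD UGRO018_01051 (5.03-fold) was higher on GalNAc. These loci were chosen for their runs of called neighbours after the values were seen.

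The butyrate locus of contig 29 (UGRO018_02288 to UGRO018_02294) was transcribed at high levels on every substrate, with bcd UGRO018_02290 at 11565 RPKM on cellobiose, 3995 on GalNAc, 11623 on GlcNAc and 11063 on gMO, and none of its 7 genes passed in a comparison. Of 9 genes of butyrate synthesis 1 passed, lower on GlcNAc than on GalNAc. Of 9 genes of glycogen metabolism 1 passed, the phosphorylase UGRO018_00256, and the list's median log2 fold change was -1.27 on gMO and -1.23 on GlcNAc relative to GalNAc. The synthesis genes glgC UGRO018_00923 (2789 RPKM on GalNAc and 984 on gMO) and glgD UGRO018_00924 (3438 and 1055 RPKM) did not pass. The D-alanyl carrier protein gene dltC UGRO018_00851, of 225 bases, which acts in D-alanylation of teichoic acids, was 21.0-fold higher on GlcNAc and 20.6-fold on gMO than on cellobiose.

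Other lists had few called genes. Of 11 genes of acetate, lactate and pyruvate metabolism 1 was higher on GalNAc than on cellobiose (ldh1 UGRO018_00640), another on GlcNAc and another on gMO (UGRO018_03187). In this list UGRO018_00640 was also higher on gMO than on GlcNAc, 1 gene was higher and 1 lower on gMO than on GalNAc, and 2 were lower on GlcNAc than on GalNAc. Of 15 glycolysis genes 1 was higher on gMO and on GlcNAc than on GalNAc, of 14 genes of ATP synthases 1 likewise and 1 was lower on GalNAc than on cellobiose, of 9 genes of chemotaxis and motility 1 was lower on GlcNAc than on GalNAc, and of 19 mobile element genes 1 was lower on each substrate than on cellobiose and 1 higher on gMO and on GlcNAc than on GalNAc. Of 51 genes in the list of rRNA and tRNA genes 1 was higher on gMO than on GalNAc, 1 higher on GlcNAc than on cellobiose and 1 lower on GalNAc than on cellobiose.

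Both tests that follow are hypotheses of this section, the first chosen after the result was seen, as were the ranges and the 22 detected CAZymes in the second. Genes called between GlcNAc and GalNAc may change together with neighbours on the same strand. Of the 411 called genes, 172 (41.8%) have a neighbour on the same strand called the same way, against at most 67 and a median of 39 in 1000 random placements. Neighbours may share a transcript, but reads that run over gene ends could give the same. The other hypothesis was that the CAZyme proteome of gMO-grown cells follows the gMO transcript levels more closely than those on other substrates. Spearman's rho across the 122 CAZymes was 0.0369 higher for gMO than for GlcNAc, the next highest, less than the 0.05 set before the test, but the range over resampled genes was -0.011 to 0.106. Across the 22 CAZymes with a detected protein rho was 0.58 for gMO, 0.46 for GlcNAc, 0.44 for GalNAc and 0.23 for cellobiose, a lead of 0.119 with a range of -0.115 to 0.299. Both ranges contain 0.05, and 100 of the 122 genes are tied at no protein, so the hypothesis is left open. Genes are not independent replicates.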
